# Gene expression following induction of regeneration in *Drosophila *wing imaginal discs. Expression profile of regenerating wing discs

**DOI:** 10.1186/1471-213X-10-94

**Published:** 2010-09-02

**Authors:** Enrique Blanco, Marina Ruiz-Romero, Sergi Beltran, Manel Bosch, Adrià Punset, Florenci Serras, Montserrat Corominas

## Abstract

**Background:**

Regeneration is the ability of an organism to rebuild a body part that has been damaged or amputated, and can be studied at the molecular level using model organisms. *Drosophila *imaginal discs, which are the larval primordia of adult cuticular structures, are capable of undergoing regenerative growth after transplantation and *in vivo *culture into the adult abdomen.

**Results:**

Using expression profile analyses, we studied the regenerative behaviour of wing discs at 0, 24 and 72 hours after fragmentation and implantation into adult females. Based on expression level, we generated a catalogue of genes with putative role in wing disc regeneration, identifying four classes: 1) genes with differential expression within the first 24 hours; 2) genes with differential expression between 24 and 72 hours; 3) genes that changed significantly in expression levels between the two time periods; 4) genes with a sustained increase or decrease in their expression levels throughout regeneration. Among these genes, we identified members of the JNK and Notch signalling pathways and chromatin regulators. Through computational analysis, we recognized putative binding sites for transcription factors downstream of these pathways that are conserved in multiple *Drosophilids*, indicating a potential relationship between members of the different gene classes. Experimental data from genetic mutants provide evidence of a requirement of selected genes in wing disc regeneration.

**Conclusions:**

We have been able to distinguish various classes of genes involved in early and late steps of the regeneration process. Our data suggests the integration of signalling pathways in the promoters of regulated genes.

## Background

The process of regeneration allows organisms to recreate the original shape, size and function of body parts that have been lost or damaged. Regenerative capacity varies between species, ranging from simple wound healing to unrestricted regeneration of all body parts [1,2]. Since the basis of regeneration was first established by T. H. Morgan [3], an extensive body of literature has been published describing the different mechanisms of regeneration employed in many different species. For instance, regeneration of complete individuals from any tiny body fragment has been studied in freshwater planarians and hydra [4,5], and limb regeneration after amputation has been explored in detail in amphibians and teleost fish [6-8]. Regeneration of heart, liver, pancreas, and other organs has been also extensively studied in zebrafish, mouse and human [9-12].

*Drosophila *imaginal discs, the larval primordia of adult cuticular structures, are capable of undergoing regenerative growth. When imaginal discs are manually fragmented and cultured in the abdomen of adult flies, cells at the wound site undergo proliferation and regenerate the missing part. Pioneering experiments demonstrated that regeneration induces limited cell plasticity, enabling the reconstitution of missing tissue while disc identity is maintained (reviewed in [13,14]). In rare cases, however, the initial fate was lost in some subsets of proliferating cells, which acquired the identity of another disc type in a phenomenon named transdetermination [15,16]. As in many other systems, regeneration of imaginal discs involves wound healing and blastema formation [17,18]. In a rapid response to injury, epithelial and cytoskeletal changes occur during the first 24 hours. Concomitantly, local proliferation increases and peaks around 2-3 days after fragmentation [19,20]. This in vivo culture system has proven to be a powerful method for studying the regenerative process at the tissue and cellular level, and what is known about the underlying molecular mechanisms implicates several signalling pathways.

The JNK signal transduction cascade is activated by exposure of cells to cytokines or environmental stress. Multiple studies have demonstrated that JNK regulates cell proliferation, apoptosis, inflammatory responses, tissue morphogenesis, and polarity [21,22]. In the *Drosophila *embryo, several downstream target genes of this signalling pathway are involved in dorsal closure and thorax formation [23,24]. The JNK pathway is required during imaginal disc regeneration [17,18,25] and is activated near the wound as well as in cell death-induced regeneration [26]. The Wnt signalling cascade plays a key role in most aspects of embryonic development [27] and is involved in multiple processes during regeneration [28,29]. Induction of ectopic expression of *wingless *(*wg)*, a member of the Wnt family, mimics the pattern changes observed in leg imaginal discs after fragmentation (including regeneration), and promotes cell-fate plasticity such as leg-to-wing transdetermination [30,31]. The Notch signalling pathway is essential to determine cell fate and regulate pattern formation during embryonic and adult life [32]. It has been also reported to participate in the regeneration of zebrafish heart [33], *Xenopus *tail [6], mice muscle [34] and in transdetermination of imaginal discs [31]. Finally, *dpp *is induced by the JNK pathway in the leading edge cells during dorsal closure [22] although no upregulation of its expression has been found during the process of regeneration [35].

The outcome of these signalling pathways is the transcriptional regulation of target genes that will elicit the ultimate response. Precisely which genes are required for the process of regeneration has been examined in the last few years by the use of genetic and molecular techniques in various model organisms (such as planarians, hydra, amphibians and zebrafish). For example, a large-scale RNAi-based screen was performed to survey gene function in planarian regeneration [36] and a global analysis of gene expression was carried out in *Xenopus *limb regeneration [37]. In *Drosophila*, a collection of lethal P-lacZ enhancer trap lines was used to screen for genes that function in leg disc regeneration [20]. Klebes et al. [31] reported the expression profiles of cells induced by ectopic *wg *expression to transdetermine from leg to wing disc, thus generating a list of candidate regulators of cellular plasticity in flies. Despite these studies, however, it remains unclear whether regeneration requires the reactivation of earlier developmental genes or signalling pathways, or if it involves the activation of novel genes specific to the regeneration process. In an attempt to answer these questions we have taken a systematic approach and determined the expression profile of regenerating wing imaginal discs at different times after fragmentation and culture. By combining experimental and computational techniques, we have been able to decipher the transcriptional status of regenerating discs and link signalling circuits to gene regulation.

## Results and Discussion

### Whole genome expression analysis of intact and regenerating wing discs

Previous studies from our group showed that epithelial and cytoskeleton changes occur during the first 24 hours of regeneration [17] and that proliferation peaks two to three days after the cut [19]. 

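Wing imaginal discs from larvae of an isogenic line, whole or cut to an anterior fragment, were implanted into young adult females. RNA was taken from cut discs (C) at 0, 24 and 72 hours and from intact discs (NC) at 0 and 24 hours. The 3 comparisons, NC0→NC24, C0→C24 and C24→C72, each have 2 biological replicates, and each replicate was hybridized in both dye orientations, which gives 4 arrays per comparison and 12 in all. The Methods state at least 2 independent RNA extractions and replicate pairs with dye swaps. The 24-hour cut RNA takes part in both comparisons of cut discs, so that any peculiarity of that RNA enters C0→C24 and C24→C72 with opposite signs. No array sets cut against intact discs. Their difference is the change in C0→C24 minus that in NC0→NC24, so the 0-hour RNA of both kinds enters it too. Where this difference is called higher or lower in cut discs, the change is meant and not the level.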

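The deposited values are log2 ratios of the later over the earlier time point, already normalized by the authors for each set of 4 arrays on its own. Base and direction were inferred from the data. Arrays of opposite dye orientation correlate positively, and the values have the signs and roughly the sizes printed in Additional file 2. In C24→C72 the dye-swapped arrays of the same RNA correlate at 0.20 and 0.44 across genes. Arrays of different replicates in the same dye order correlate there at 0.41 and 0.56. Dye order thus weighs on the single arrays of C24→C72, whereas dye-swapped pairs reach 0.72 and 0.84 in C0→C24. For the normalization the Methods name the mad method of OLIN. The array medians are -0.02, 0.02, -0.01 and 0.02 for NC0→NC24, -0.03, 0.01, -0.01 and 0.04 for C0→C24, and 0.02, 0.02, 0.03 and -0.01 for C24→C72. Of 16416 probes, 13164 have 1 current gene symbol, 101 have several and 3151 have none. Symbols were brought up to date with the Release 6 table, which served for names alone, and 12058 genes were tested. Dye-swap pairs were averaged, and a linear model (limma) was fitted to the 6 replicate means. Here a gene rose or fell when its adjusted p was under 0.05 and its change at least 1.5-fold. With 2 replicates per comparison, the number of arrays limits the precision of every value.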

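For groups of genes, 48 lists were fixed before the data were examined, and each was tested against all other genes with camera at a preset correlation of 0.01 between genes, with adjustment over 192 tests. Some lists on topics of the paper hold genes that it reports as changed in these arrays, so their results are not independent of its calls. A list is described as higher or lower where the adjusted p of camera at the preset correlation is under 0.05. That holds 23 times for higher and 28 times for lower, and camera keeps 0 of these calls when the correlation is estimated from the data. As a result of camera, each call thus stands on the preset correlation. Fry, which uses no preset correlation and asks whether a list changed at all, keeps 27 of them. In simulations with genes independent of each other, camera recovers 100% of shifted lists at the preset correlation and 18.3% with the estimated correlation. The loss of a call with the estimated correlation therefore says little against a list.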

To study different stages of the regenerative process we designed 12 microarrays containing 12,254 genes annotated in RefSeq from *D. melanogaster *[38]. Four microarrays (non cut, NC0→NC24) were used to assess the effect of the implantation procedure in intact wing discs. 

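Implantation alone changed the RNA of intact discs. *Drosomycin* (*Drs*), which encodes an antifungal peptide of the Toll response, rose by 5.43 on the log2 scale. *Lcp65Ag2*, a larval cuticle gene, rose by 3.74, *Tsf3*, a gene of the transferrin family, by 3.27, and *Arc1*, whose protein forms RNA-carrying capsids, by 3.02. *ImpE2* and *ImpE3*, ecdysone-inducible genes of discs that turn outwards, were at -3.77 and -1.78, and *windbeutel* (*wbl*) and *Fkbp14*, which encode folding factors of the endoplasmic reticulum, at -3.16 and -2.38. In limma these 8 changes have an adjusted p from 8.17e-06 for *wbl* to 0.000114 for *Drs*. The replicate means of NC0→NC24 correlate at r = 0.850 across genes, which are not independent replicates of one another.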

The remaining eight were used to measure changes in gene expression in the first 24 hours after disc dissection and implantation (cut, C0→C24) and during the period between 24 hours and 72 hours after the cut (C24→C72). The entire set of microarrays was normalized following the same protocol, extracting in each case the list of significant genes (at least two-fold change, false discovery rate (FDR)-corrected *P *value < 0.05, see Methods). The genes identified in these microarrays were functionally annotated using the Gene Ontology (GO terms [39]).

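After cutting and implantation *CG4250*, a gene known by its annotation number alone, rose by 4.97, and *Jhbp7*, which encodes a predicted juvenile hormone binding protein, rose by 3.83. The largest fall was again that of an ecdysone-inducible gene, *ImpE2* (-4.47), and *neyo* (*neo*), whose product belongs to the apical extracellular matrix of the epidermis, was at -3.05. Their adjusted p-values are 3.99e-05, 2.53e-05, 3.00e-06 and 3.00e-06. Among all genes, 620 rose and 464 fell in NC0→NC24, 738 rose and 596 fell in C0→C24, and 164 rose and 190 fell in C24→C72. At the 2-fold change named in the text, the numbers are 231 and 77, 293 and 132, and 24 and 43.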

The number of genes whose expression was significantly modified during regeneration is shown in Table 1. 

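Many genes moved alike in cut and intact discs. *germ cell-less* (*gcl*), which acts in pole cell formation, rose by 2.02 in intact and 2.25 in cut discs. The chitinase gene *Cht6* rose by 1.75 and 1.94, and *Obp83g*, which encodes an odorant binding protein, by 2.87 and 2.49. *Spn43Aa*, a serpin gene, fell in both, at -1.62 and -2.29. For these genes the test of the difference between the kinds of disc gives an adjusted p from 0.249 to 0.997. Across genes, C0→C24 and NC0→NC24 correlate at r = 0.900 with a slope of 1.04, without the genes being independent of each other. In all, 1334 genes were called in cut and 1084 in intact discs.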

More genes were reported in C0→C24 in comparison to NC0→NC24, which reflects the combination of regeneration events and the implantation effect at this early stage. 

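*Osi14*, a gene of the Osiris family expressed in cuticle-forming epithelia, rose by 1.19 in cut discs, and its value in intact discs was 0.37. *nubbin* (*nub*), which is required for growth of the wing pouch, was at -0.64 in cut discs, a fall, and at -0.51 in intact ones, short of 1.5-fold. *yellow-b*, a gene of the yellow family, rose by 0.98 beside 0.50. For these genes the difference between cut and intact discs has an adjusted p of 0.112, 0.997 and 0.795. In C0→C24, 416 of the 1334 called genes (31.2%) were not called with the same sign in NC0→NC24, and 405 of the 416 (97.4%) nevertheless have that sign there. For 281 of them the adjusted p in intact discs is under 0.05 with a change smaller than 1.5-fold. The genes that rose have medians of 0.70 in cut and 0.39 in intact discs, and those that fell have -0.67 and -0.49. Simulations that give both kinds of disc the same change put the share at 17.8% (15.7 to 20.5%).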

In fact, half of the genes whose expression was significantly upregulated or downregulated during this period in cut discs were not detected in non-fragmented ones (44% of 1,183 differentially expressed genes in C0→C24 were not found in NC0→NC24). Conversely, most relevant genes in the intact discs transcriptome presented the same expression pattern in cut discs (87% of 763 genes in NC0→NC24 were in C0→C24). 

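Some genes were called in intact discs alone. *GstD2*, a glutathione transferase gene induced by oxidants, rose by 1.51 beside 0.36 in cut discs, and *spindle E* (*spn-E*), which encodes a helicase of the piRNA pathway, by 0.68 beside 0.30. *DnaJ-1*, a co-chaperone gene, was at -1.27 and -0.45, and *Mcm3*, part of the replicative helicase, at -0.67 and -0.48. For these genes the adjusted p of the difference runs from 0.107 to 0.986. A copy of the linker histone gene, *His1:CG31617*, rose by 1.24 in intact discs and was at -0.61 in cut discs, a fall, and is the 1 gene called with opposite signs. Of the genes called in NC0→NC24, 84.7% were called with the same sign in C0→C24, 523 of them up and 395 down, where independent lists of these sizes would share 37.9 and 22.9. A further 97 rose and 69 fell in intact discs without that call in cut discs.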

The number of genes in C0→C24 was also higher than in C24→C72 confirming the strong initial response during the first 24 hours.

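Between 24 and 72 hours *CG33178* rose by 3.54 and *CG18735* by 1.99, both genes known by annotation number alone. *Cpr65Ec*, a gene for a chitin-binding cuticle protein, was at -3.62, and *CG8483*, which encodes a cysteine-rich secretory protein, at -2.55. In limma the adjusted p is 0.000421, 0.00308, 9.62e-05 and 1.35e-05. This period has 354 called genes. The fit pools the spread of each gene over the 3 comparisons. Replicates differ more in C24→C72 (standard deviation of their differences 0.288, against 0.217 in NC0→NC24 and 0.211 in C0→C24). The standard errors and adjusted p-values of this period may thus understate its uncertainty. Adjusted p alone calls 1096 genes here and 3222 in C0→C24. The replicate means correlate at r = 0.533 across genes here and at 0.896 in C0→C24, and the log2 changes have a standard deviation across genes of 0.261 and 0.429. Fitted without the other comparisons C24→C72 has 27 calls, and without 1 or the other of its replicates 498 and 470.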

**Table 1:** Total number of up and downregulated genes in NC0→NC24, C0→C24 and C24→C72 microarrays.

	NC0→NC24	C0→C24	C24→C72
**Genes ↑**	407	607	116

**Genes ↓**	356	576	165

**TOTAL**	763	1183	281

Functional annotation of both C0→C24 and NC0→NC24 microarrays reveals significant enrichment in genes associated with apoptosis, response to stress, cytoskeletal activity, and JNK pathway regulation (Figure 1A), which agrees well with previous results reported for early regeneration of wing imaginal discs [17,18]. 

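Single genes of stress, death and the cytoskeleton moved in both kinds of disc, though not all upward. *Fer2LCH*, which encodes the light chain of the iron store ferritin, rose by 1.16 in intact and 1.44 in cut discs. *croquemort* (*crq*), a receptor gene for the uptake of apoptotic cells, rose by 1.55 in cut discs, and *scylla* (*scyl*), a death-promoting inhibitor of TOR signalling, by 0.89. *Hsc70-3*, the chaperone of the endoplasmic reticulum known as BiP, fell in both (-0.97 and -1.48), as did *singed* (*sn*), which encodes the actin-bundling protein fascin (-0.73 and -1.09). Heat shock genes were lower as a list in intact discs (adjusted p = 0.0413, and adjusted p = 0.603 with an estimated correlation), with 4 of 17 down, by adjustment over the list alone as well, and in cut discs the list has 3 down (adjusted p = 0.362). Of 20 alternatives 12 keep the call of heat shock genes in intact discs, and it ends with fry, on ranks and without replicate 1 of NC0→NC24, among others. Oxidative stress genes have 3 up and 0 down of 20 in intact and 3 up and 1 down in cut discs, with adjusted p-values of 0.927 and 0.910 and medians (-0.02 and 0.00) whose sign differs from that of the means (0.07 and 0.05) and tests (higher). The actin list has 1 up and 7 down of 32 (adjusted p = 0.643, median 0.05, mean -0.09, test lower) in intact and 6 down (adjusted p = 0.304) in cut discs.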

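In cut discs the apoptosis list has 6 genes up and 1 down of 26, and is not higher as a list (adjusted p = 0.196). Targets of JNK and of wounding were higher than other genes (adjusted p = 0.0124, and adjusted p = 0.580 with an estimated correlation), with 7 up and 1 down of 20 among all genes and the same numbers by adjustment over the list alone. The 7 are *cbt*, *Gadd45*, *Ets21C*, *scyl*, *ple*, *Col4a1* and *mys*. The paper draws them all as changed in these arrays, so this list result largely restates its calls. *eiger* (*egr*), the ligand that activates JNK in discs, has a value of 0.37 (adjusted p = 0.0935). The 19 genes of the JNK cascade itself have 0 calls in limma (adjusted p of the list = 0.956), with a median of -0.02 beside a mean of 0.01 and a test that points up.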

The cellular machinery required for gene expression (RNA processing and protein synthesis) seems to be blocked during the first 24 hours after implantation. 

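The lists of RNA processing and protein folding were lower in both kinds of disc, while single factors of translation went both ways. *hoi-polloi* (*hoip*), a component of spliceosomal and nucleolar particles, fell in intact (-1.15) and cut discs (-1.12), and so did *Nop56*, which acts in the modification of ribosomal RNA (-1.26 and -1.18). *pretaporter* (*prtp*), a protein disulfide isomerase gene, was at -1.02 and -1.48. The delta subunit of elongation factor 1, *eEF1delta*, fell (-1.41 and -1.32), whereas *eIF3m*, a subunit of an initiation factor, rose by 1.10 and 1.15.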

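The RNA processing list was lower in intact (adjusted p = 4.98e-10) and cut discs (adjusted p = 3.15e-09), with 21 and 25 of 76 genes down and 1 up each time. With an estimated correlation its adjusted p = 0.515 in both. The folding list, with 21 and 22 of 53 down, was lower too (adjusted p = 1.71e-07 and 1.98e-06, and adjusted p = 0.515 with an estimated correlation in both). Mitochondrial ribosomal protein genes were lower, with 11 and 16 of 70 down (adjusted p = 2.25e-06 and 4.51e-09, and adjusted p = 0.515 with an estimated correlation). Adjustment over each list alone leaves all of these numbers of genes as they are. Translation factors have 7 up and 3 down of 45 in intact and 8 up and 5 down in cut discs (adjusted p = 0.604 and 0.784). Cytosolic ribosomal protein genes have an adjusted p of 0.910 and 0.884, and in intact discs their median (0.09) lies above 0 while mean (-0.01) and test point down.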

We analyzed the set of genes displaying expression changes only in cut and implanted discs (200 upregulated and 220 downregulated genes in C0→C24), which presumably represents the early regeneration signature in wing imaginal discs. 

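Genes with a measured difference between cut and intact discs are few, and several belong to blood cells and fat body. *eater*, a phagocytosis receptor gene of hemocytes, rose by 1.43 in cut discs beside 0.14 in intact ones, a difference of 1.29 (adjusted p = 0.0268). *Hemese* (*He*), which encodes a surface protein of hemocytes, differs by 1.01 (adjusted p = 0.0404), *fat-spondin*, a secreted protein gene of the fat body, by 0.99 (adjusted p = 0.0404), and the cuticle gene *Cpr97Eb* by 1.13 (adjusted p = 0.0404). *CG4259*, *CG14629* and *CG18641*, known by annotation number alone, are also higher in cut discs, and *CG9416*, likewise, is lower (-1.41, adjusted p = 0.0268), as is *His1:CG31617*. Larval fat body and hemocyte markers were both higher in cut discs as lists (adjusted p = 9.29e-06 and 1.89e-05, and adjusted p = 0.515 with an estimated correlation for each), with 0 and 2 genes up among all genes and 5 and 4 by adjustment over the list alone.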

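In C0→C24, 215 genes rose and 201 fell without the same call in NC0→NC24. The paper proposes that genes changed only in cut and implanted discs presumably represent a signature of early regeneration. Testing the difference itself with limma calls 9 of 12058 genes, 7 of them higher and 2 lower in cut discs, and 5 are among the 416. Simulations with the same change in both kinds of disc give up to 4 higher and 6 lower, a range that the 2 lower lie within. At unadjusted p under 0.05 there are 716 genes, where 602.9 would come without any difference. All 9 calls end when the replicates are modelled as blocks, although the replicate numbers do not pair the samples. Limma's treat at 1.5-fold also calls 0 genes, and arrays scaled to one spread leave 4. Robust moderation gives 12 calls, and the block with its sign reversed in C24→C72 gives 17. In simulations the test finds 22.8% of true 1.5-fold differences.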

Many upregulated genes (Figure 1A) are associated with the immune response to other organisms and probably constitute a response to surgical manipulation. It has been reported that mechanical wounding is able to induce an antibacterial response that might prime the organism to fight what is perceived to be an increased likelihood of infection [40]. 

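Single immune genes rose after implantation with or without a cut. Among antimicrobial peptide genes, *Metchnikowin* (*Mtk*), an antifungal peptide, rose by 1.78 in intact and 2.12 in cut discs, and *Attacin-B* (*AttB*), active against Gram-negative bacteria, by 1.10 and 1.58. *Relish* (*Rel*), the transcription factor of the Imd pathway, rose by 1.22 and 1.50, and *Tep3*, which encodes an opsonin-like protein, by 1.02 and 1.40. *spätzle* (*spz*), the ligand of Toll, rose by 0.82 in cut discs, with a difference from intact discs of 0.62 (adjusted p = 0.248).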

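Antimicrobial peptide genes were higher as a list in both, with 10 and 10 of 26 up (adjusted p = 4.67e-05 and 1.89e-05, and adjusted p = 0.515 with an estimated correlation), and the difference between cut and intact discs has an adjusted p of 0.0689. In cut discs larval fat body and hemocyte markers, of tissues that make such peptides, were higher too (adjusted p = 0.0137 and 0.0107, and adjusted p = 0.515 with an estimated correlation for each). Recognition and signalling genes were higher in both, 4 and 6 of 31 up (adjusted p = 0.00196 and 7.62e-05, and adjusted p = 0.515 with an estimated correlation). Adjustment over either list alone gives the same numbers. Recognition genes were also higher in cut than in intact discs (adjusted p = 0.0315, and adjusted p = 0.580 with an estimated correlation), with 0 genes called singly, and so was the hemocyte list, which holds *Hemolectin* (*Hml*), a clotting factor gene (0.64 in intact and 1.44 in cut discs), and *NimC4*, a receptor for dying cells (1.63 and 1.92). Leaving out replicate 2 of NC0→NC24 or either replicate of C0→C24 ends that call of the recognition list.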

More importantly, we identified several genes involved in the Notch and Wg signalling pathways and transcription factor-encoding genes whose expression is increased only in cut discs during the first 24 hours (Additional file 1). 

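Several, though not all, Notch targets of the E(spl) complex rose in cut discs, while the rest of the pathway and Wg signalling have few calls. In the difference between cut and intact discs, *E(spl)mdelta-HLH* is at 0.48 (adjusted p = 0.367) and *E(spl)mbeta-HLH* at 0.79 (adjusted p = 0.435), both repressor genes switched on by Notch. *pen-2*, a subunit of the gamma-secretase that cleaves Notch, fell in intact discs (-0.70) and was at -0.55 in cut discs. *naked cuticle* (*nkd*), a feedback inhibitor of Wg, was at -0.54 in cut discs (adjusted p = 0.0219), short of 1.5-fold. Among transcription factor genes, *jumeau* (*jumu*), a forkhead gene, rose by 0.74 in intact and 1.48 in cut discs, *hairy* (*hry*), a bHLH repressor gene, by 0.72 and 1.10, and *pipsqueak* (*psq*), which encodes a BTB protein, by 0.75 and 0.79. Of the 26 Notch genes measured, 6 rose in cut and 0 in intact discs (adjusted p of the list = 0.103 and 0.521). The Wg list, 15 genes measured, has 0 calls up in cut and 1 in intact discs (adjusted p = 0.677 and 0.706). None of the genes named here passes the test of the difference, where *jumu* has 0.73 (adjusted p = 0.264).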

Functional analysis of downregulated genes identified enrichment associated with multiple metabolic processes.

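The respiratory chain was lower as a list in cut discs, and in intact discs as well. *COX8*, a subunit of cytochrome c oxidase, was at -1.35 in intact and -1.22 in cut discs. *fbp*, which encodes the gluconeogenic enzyme fructose-1,6-bisphosphatase, was at -0.65 and -0.85, whereas *Pgm1*, a phosphoglucomutase gene of glycogen use, rose by 1.03 and 0.89. *Cyp9c1*, a cytochrome P450 gene of detoxification, rose by 1.07. The oxidative phosphorylation list was lower in cut (adjusted p = 4.78e-11) and intact discs (adjusted p = 1.09e-11), with adjusted p = 0.515 with an estimated correlation in both, and 28 and 26 of 82 genes fell, by adjustment over the list alone as well. The glycolysis list has 3 up and 1 down of 15 in cut discs (adjusted p = 0.910), and P450 genes have 4 up of 81 (adjusted p = 0.296). With every probe counted as a gene of its own, the glycolysis list is called lower, with an adjusted p of 0.00445.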

**Figure 1:**
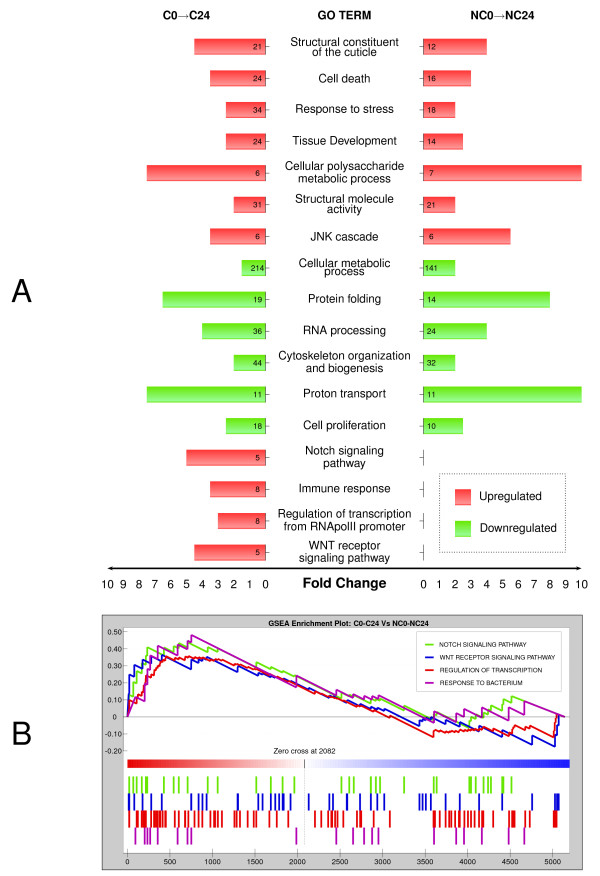
**Whole genome expression analysis of cut (C) and uncut (NC) wing imaginal discs after 24 hours**. (A) Gene ontology (GO) terms of upregulated (red) or downregulated (green) genes. The number of genes in each category in the microarrays is shown within the bars. The length of the bars indicates the fold change (enrichment in these transcriptomes compared to the whole genome, *P *value < 0.001 in all cases). (B) Enrichment plots for statistically significant GO categories. (Top) The Enrichment Score (ES) computed by GSEA is shown for each category. ES value reaches its absolute peak on the left side of the enrichment plot, indicating overrepresentation in C0→C24 compared with NC0→NC24. The zero cross mark indicates the point in which the difference between expression in C0→C24 and NC0→NC24 is 0. (Bottom) Coloured bars illustrate the position of genes belonging to each GO category ranked according to their expression values in C and NC discs.

While direct comparison between upregulated and downregulated genes in C0→C24 and NC0→NC24 provides a qualitative description of both transcriptomes, GSEA (Gene Set Enrichment Analysis) is able to reconstruct a quantitative portrait of the functional differences between these microarrays. GSEA is a computational method that determines whether a defined set of genes (e.g. GO categories) shows statistically significant differences between two biological conditions (e.g. cut versus intact discs) [41]. Genes associated with a given GO category were ranked according to their expression profiles (C0→C24 versus NC0→NC24). Then, the enrichment score (ES) was calculated to evaluate if the GO terms were randomly distributed or found at the extremes (left or right) of the ranked list. While GSEA analysis detected a significant enrichment in C0→C24 (*P *value < 0.01) of genes involved in Notch and Wg signalling pathways, several transcription factors and the immune response (Figure 1B), no particular categories were found to be specific only in intact discs. This observation strengthens the early regeneration signature identified by direct comparisons of upregulated and downregulated genes.

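In the difference between cut and intact discs, the mean of each measured gene of the E(spl) complex lies on the side of the cut discs. Single replicates do not all do so. In replicate 2 of C0→C24 *E(spl)m3-HLH* is at 0.445, below both replicates of intact discs (0.655 and 0.815). *E(spl)m7-HLH* (0.345) and *E(spl)malpha-BFM* (0.39) lie between theirs there, whereas *E(spl)mbeta-HLH* and *E(spl)mdelta-HLH* lie above both. *E(spl)m6-BFM*, a Bearded-family gene that modulates Notch activity, is at 0.37 (adjusted p = 0.795), while *Suppressor of deltex* (*Su(dx)*), a ubiquitin ligase gene of Notch turnover, is at -0.31 (adjusted p = 0.810). *Wnt6*, a Wg-related ligand gene of the disc, is at -0.40 (adjusted p = 0.872). On the side of the intact discs are *mRpL27*, a mitochondrial ribosomal protein gene (-0.43, adjusted p = 0.604), and *GstD9*, a glutathione transferase gene (-0.52, adjusted p = 0.454). *Fbp2*, a fat body gene related to alcohol dehydrogenase, is on the side of the cut discs (1.07, adjusted p = 0.0622), as are the lists of larval fat body and hemocyte markers.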

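The E(spl) list was higher in cut than in intact discs (adjusted p = 8.60e-05, and adjusted p = 0.515 with an estimated correlation), with all 9 genes positive and a median of 0.36. The larger Notch list was higher too (adjusted p = 0.0243, and adjusted p = 0.608 with an estimated correlation), with 20 of 26 positive. In neither is a gene called among all genes, and 1 E(spl) gene is called by adjustment over the list alone. The Wg list was not higher (adjusted p = 0.786). Lists lower in cut than in intact discs were mitochondrial ribosomal proteins (adjusted p = 0.00156, and adjusted p = 0.559 with an estimated correlation), the proteasome (adjusted p = 0.00161, and adjusted p = 0.608 with an estimated correlation) and glutathione transferases (adjusted p = 0.0224, and adjusted p = 0.730 with an estimated correlation). Leaving out replicate 1 of C0→C24 ends the call of both Notch lists.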

By comparing the differential gene expression between cut and uncut discs, we have been able to describe the implantation effect at the transcriptomic level. However, as biological processes governing disc regeneration may be pertinent for the implantation response, a clear distinction between C0→C24 and NC0→NC24 gene sets is rather difficult to make at this point. For instance, genes involved in apoptosis and regulation of the JNK cascade, which have been reported to be essential for imaginal disc wound healing and dorsal closure [17,24], were identified as upregulated in microarrays for intact discs. 

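As a list, targets of JNK and of wounding were higher in intact discs, and single genes of apoptosis rose. *crq*, the receptor gene for apoptotic cells, rose by 1.11, *Death executioner Bcl-2* (*Debcl*), a pro-apoptotic gene, by 1.24, and *scyl*, the TOR inhibitor, by 0.67. *krotzkopf verkehrt* (*kkv*), a chitin synthase gene induced at wounds, rose by 0.64, whereas *basket* (*bsk*), the JNK gene itself, fell (-0.60, adjusted p = 0.00172). JNK and wound targets were higher as a list (adjusted p = 0.0177, and adjusted p = 0.580 with an estimated correlation), with 7 of 20 up and the same number by adjustment over the list alone. That call ends without replicate 1 of NC0→NC24 and with fry. The apoptosis list has 6 up and 1 down of 26 (adjusted p = 0.0723). The JNK cascade has an adjusted p of 0.969, a median of 0.04, a mean of -0.01 and a test that points down.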

Implantation probably results in sufficient stress to trigger the JNK pathway and these genes cannot be eliminated as relevant. Moreover, members of the Notch and Wg signalling pathways, which show increased expression only in cut discs, have been previously reported in other regeneration systems [31,33]. As an alternative, the nonsurgical method for inducing tissue damage and regeneration [26,28] emerges as a very powerful system not only to avoid the technical difficulties associated with disc transplantation but also to perform new molecular screens and validate our results.

### Identification of genes with putative roles in regeneration

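Transcription factor genes were among those that rose between 24 and 72 hours. *Taf3* (*bip2*), which encodes a subunit of the basal factor TFIID, rose by 1.00 (adjusted p = 0.00103), and *cropped* (*crp*), a bHLH gene of branching airways, by 0.73 (adjusted p = 0.0124). *Ets21C*, an ETS factor gene downstream of JNK, rose by 0.88 in the first period and was at -0.79 in this one, a fall (adjusted p = 0.0270). *biniou* (*bin*), a forkhead gene of visceral muscle, has a mean over its 2 probes of -0.39 (adjusted p = 0.237). In Additional file 2, 13 transcription factors are listed as up, of which 11 were measured, 11 have that sign and 8 were called, and 2 as down, of which 2 were measured and 1 was called. The call of *crp* ends without either replicate of C24→C72.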

We next examined the set of 281 genes showing expression changes in the C24→C72 microarrays and detected an enrichment of transcription factors during this second regeneration stage (Figure 2 and Additional file 2). When compared to C0→C24 experiments, we observed a significant increase in genes involved in the regulation of RNA metabolism and gene expression in the set of upregulated genes, whereas genes involved in apoptotic processes, structural activities and dorsal closure were augmented in the set of downregulated genes (Figure 2). These results suggest that the normal activity of imaginal discs, interrupted in response to dissection and implantation, is resumed during the 24-72 hours of regeneration. In addition, we detected functional categories associated with the immune system in both, upregulated genes (related to the stress response) and downregulated genes (related to the defense response to bacteria).

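From 24 to 72 hours the lists of cuticle genes and of wound targets were lower, and the splicing list has 1 call in limma. The lists of tracheal and larval fat body markers were lower in this period too. *Edg91* and *Lcp65Ad*, cuticle genes of the pupa and larva, were at -1.39 and -1.96, though *Cpr76Bc*, another cuticle gene, rose by 1.22. *scyl*, which promotes death and restrains growth, was at -0.91 (adjusted p = 0.0104). *Fibrillarin* (*Fib*), a nucleolar methyltransferase gene, has a value of -0.39 (adjusted p = 0.0258), short of 1.5-fold. Targets of JNK and wounding were lower (adjusted p = 5.11e-05, and adjusted p = 0.515 with an estimated correlation), with 6 of 20 down, by adjustment over the list alone as well. Among these are *Gadd45*, *Ets21C*, *scyl*, *ple* and *Col4a1*, which the paper draws as falling in these arrays. Cuticle genes were lower (adjusted p = 0.00292, and adjusted p = 0.568 with an estimated correlation), with 3 up and 16 down of 124 among all genes and 3 and 17 by adjustment over the list alone, a call that ends without replicate 1 of C24→C72, and with fry both calls end. The RNA processing list has 1 up and 0 down (adjusted p = 0.204). Apoptosis genes have 2 up and 1 down (adjusted p = 0.731), with a median (-0.02) and test below 0 and a mean of 0.01.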

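Genes of the ribosome and the respiratory chain were lower as lists between 24 and 72 hours. *RpS20*, *RpL27* and *RpS27A*, which encode proteins of the cytosolic ribosome, fell (-0.95, -0.83 and -0.80), and *COX6B*, a cytochrome c oxidase subunit gene, fell as well (-0.74). Summed over both periods, *hoip* of the spliceosome and *Nop56* of the nucleolus stand at -1.34 and -1.60. Both were named for their falls up to 24 hours, which the sum contains, so they do not speak for their list. *eIF4A* and *eIF3a*, which the paper draws as rising late, stand at 1.005 and 1.015 in the same sum. The paper proposes from the functional categories of this period that the normal activity of discs, interrupted by dissection and implantation, is resumed. It names RNA metabolism and gene expression among rising genes, and apoptosis, structural activity and dorsal closure among falling ones. Cytosolic ribosomal protein genes were lower (adjusted p = 1.04e-06, and adjusted p = 0.580 with an estimated correlation), with a median of -0.28 and 1 up and 9 down of 39 among all genes, 2 and 10 by adjustment over the list alone. Oxidative phosphorylation genes were lower (adjusted p = 0.00255, and adjusted p = 0.749 with an estimated correlation), with 1 up and 2 down, a call that ends without replicate 2 of C24→C72. Mitochondrial ribosomal protein genes have 0 calls in limma (adjusted p of the list = 0.212). From 0 to 72 hours, 1137 genes rose and 892 fell.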

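Single peptide genes fell between 24 and 72 hours, and their list was lower. The peptide genes *Defensin* (*Def*), active against Gram-positive bacteria, and *Attacin-D* (*AttD*), of the attacin family, fell (-2.14 and -0.78). *PGRP-LF*, which encodes a receptor-like inhibitor of Imd signalling, rose by 1.12 up to 24 hours and by a further 0.71 from then on. Antimicrobial peptide genes were lower (adjusted p = 0.000380, and adjusted p = 0.515 with an estimated correlation), with 8 of 26 down and the same number by adjustment over the list alone. Recognition and signalling genes have 2 up and 0 down of 31 (adjusted p = 0.910). Larval fat body markers, of a tissue that makes these peptides, were lower too (adjusted p = 0.00255, and adjusted p = 0.515 with an estimated correlation), with 5 of 15 down, among them *Lsp2* (-2.20). The call of the peptide list ends without replicate 2 of C24→C72 and with fry, and that of *PGRP-LF* without replicate 1.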

**Figure 2:**
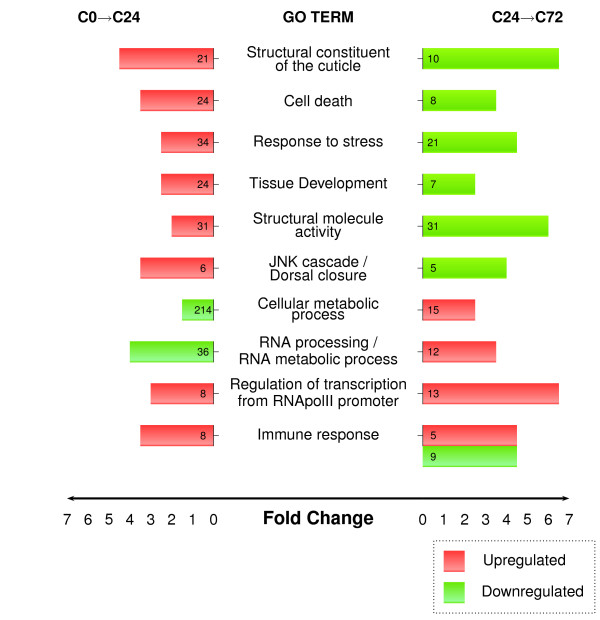
**Functional annotation of differentially expressed genes in wing imaginal discs at 24 and 72 hours of regeneration**. Gene ontology annotation of upregulated (red) or downregulated (green) genes. The number of genes in each category in the microarrays is shown within the bars. The length of the bars indicates the fold change (enrichment in these transcriptomes compared to the whole genome, *P *value < 0.001 in all cases).

We performed GSEA analysis of C0→C24 and C24→C72 microarrays in order to elucidate which GO categories are enriched in the full transcriptomes. The GSEA plot in Figure 3A shows the functional classes overrepresented in early regeneration. The results of that analysis confirmed the enrichments previously identified (Figure 2). Moreover, in addition to RNA processing and protein folding activities, GSEA analysis of C24→C72 identified an enrichment in genes associated with cell proliferation and chromatin remodeling processes during late regeneration of wing discs (Figure 3B).

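Single chaperone genes went either way in the later period, and the cell cycle list was lower. These tests set C24→C72 alone against other genes. The GSEA of the paper ranks genes by the difference between the periods, which was not tested here. The RNA processing and folding lists were lower in C0→C24, so the values here do not decide the enrichments of the paper. *Hsc70-4*, the constitutive cytosolic chaperone, rose by 0.81, while *CG2852*, a cyclophilin gene of the secretory route, was at -0.73, a fall. The splicing factor genes *Prp3* and *SmF*, both of spliceosomal particles, have values of 0.54 and -0.54, each with an adjusted p under 0.05 (0.00632 and 0.0271) and a change short of 1.5-fold. *PCNA*, which encodes the sliding clamp of DNA replication, fell (-0.75, adjusted p = 0.00830). The folding list has 1 up and 2 down of 53 (adjusted p = 0.366). Cell cycle genes were lower (adjusted p = 0.00205, and adjusted p = 0.749 with an estimated correlation), with 1 of 57 down among all genes and by adjustment over the list alone. Chromatin remodelers have 4 up of 41 (adjusted p = 0.0618), and 4 of 20 alternatives call their list. The calls of the cell cycle list and of *PCNA* end without replicate 2 of C24→C72.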

**Figure 3:**
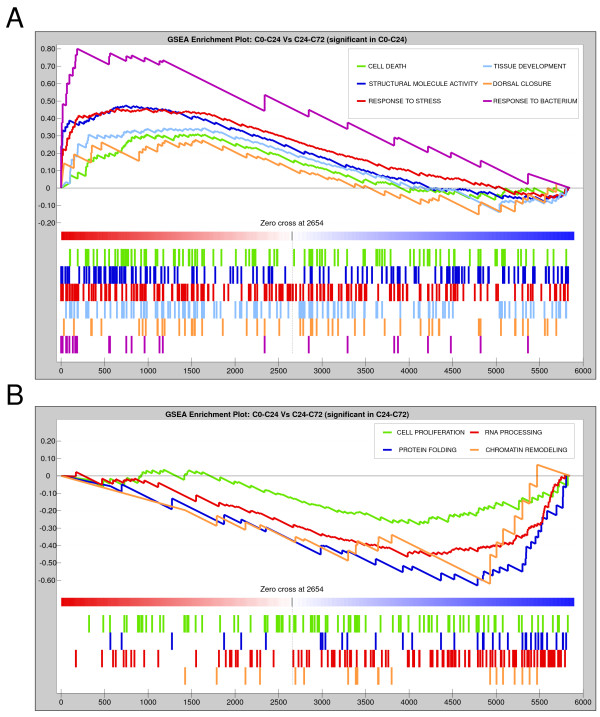
**Gene set enrichment analysis of differentially expressed genes in wing imaginal discs at 24 and 72 hours of regeneration**. (A) Enrichment plots for statistically significant GO categories in C0→C24. ES value reaches its absolute peak on the left side of the enrichment plot, indicating overrepresentation of these categories compared with C24→C72. (B) Enrichment plots for statistically significant GO categories in C24→C72. ES value reaches its absolute peak on the right side of the enrichment plot, indicating overrepresentation of these categories compared with C0→C24. Genes in each GO category ranked according to their expression values in both time points are shown as coloured bars. The zero cross mark indicates the point in which the difference between expression in C0→C24 and C24→C72 is 0.

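The 4 classes hold genes of different kinds. *Idgf2*, a chitinase-like growth factor gene of disc cells, rose by 1.96 in the first period and stayed at -0.04 in the next, as in Class I. *GstD3*, a glutathione transferase gene, changed in the later period alone (-0.07 and then -0.96, a fall), as in Class II. *CG1368*, known by annotation number alone, rose by 2.94 and then fell (-2.77), as in Class III, and *CG15784*, likewise, rose by 2.93 and 0.85, as in Class IV. Their called changes have an adjusted p from 3.00e-06 to 0.0256. By these calls Class I has 591 genes up and 547 down, Class II 77 and 81, Class III 65 up and then down and 5 the reverse, and Class IV 82 and 44. At a 2-fold change the numbers are 261 and 125, 14 and 14, 25 and 3, and 7 and 4. Leaving out 1 replicate at a time puts the rises of Class II between 65 and 214 and the genes of Class III that fell and then rose between 2 and 8. With each comparison fitted alone, Class II has 2 and 2, Class III 16 and 0, and Class IV 5 and 2.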

To further characterize the regeneration process, we defined four classes of genes according to their expression levels (Figure 4): Class I, genes showing differential expression only in C0→C24; Class II, genes with differential expression only in C24→C72; Class III, genes displaying changing expression levels between the two periods; and Class IV, genes that steadily increase or decrease their expression levels. For each class, we graphically defined their characteristic functional signature using GSEA analysis (for a list of representative genes, see Figure 5 and Additional file 3).

**Figure 4:**
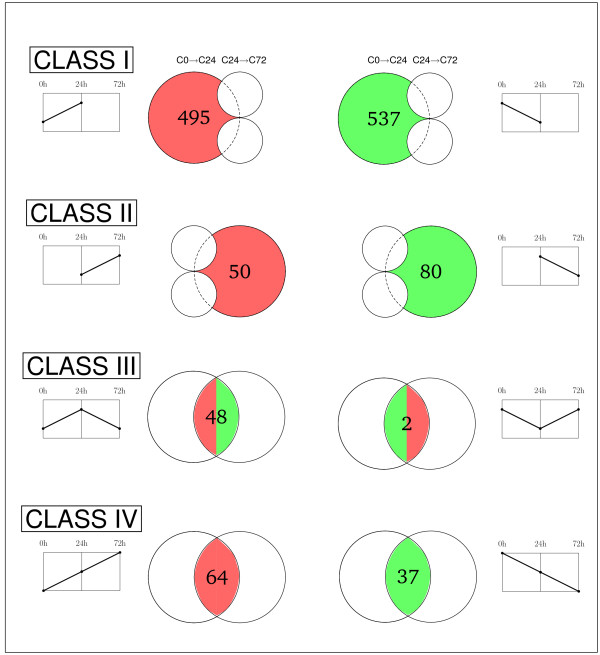
**Classification of differentially expressed genes involved in wing imaginal disc regeneration**. According to the expression changes in early and late regeneration stages, genes in the transcriptomes were organized in four classes: Class I, genes with differential expression only in the first 24 hours; Class II, genes with differential expression only between 24 and 72 hours; Class III, genes with a significant difference between the two time periods; Class IV, genes with a sustained increase or decrease in their expression levels during regeneration. Intersections of upregulated genes (in red) and downregulated genes (in green) in a particular class are depicted using Venn diagrams. For each intersection, we display the number of genes and a generic pictogram representing the gene expression trend in C0→C24 and C24→C72.

**Figure 5:**
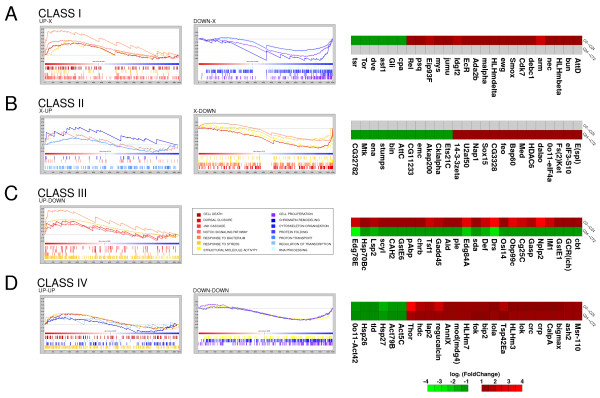
**Gene class signature of wing imaginal disc regeneration**. Functional signature and expression map for each gene class defined during wing imaginal disc regeneration. (Left panel) Enrichment plots for statistically significant GO categories identified for Class I (A), Class II (B), Class III (C) and Class IV (D) genes. ES values indicate overrepresentation of GO terms in each class. The zero cross mark indicates the point in which the ratio between expression in C0→C24 and C24→C72 is 0. (Right panel) Expression maps of representative genes of each class. Red is used for upregulation, green for downregulation and grey for no significant change in expression levels (see scale bar).

Class I genes show a significant change, either increasing or decreasing expression between 0 hours and 24 hours after the cut, but remain constant during the second period of time. 

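Most early changes were not followed by another call. *galectin*, which encodes a sugar-binding protein, rose by 0.96 and then had a value of 0.15. *Ada2b*, a subunit of the SAGA histone acetyltransferase, rose by 1.13 and then stood at -0.05. *minidiscs* (*mnd*), an amino acid transporter gene needed for disc growth, was at -1.80 after 24 hours, a fall, and at -0.23 in the next period. The adjusted p of the later values is 0.427, 0.846 and 0.148. Of the genes that rose in C0→C24, 80.1% have no call in C24→C72, and of those that fell 91.8%. That is not the same as no change. Of the 591 rising genes of Class I, 375 keep their sign in C24→C72, and of the 547 falling ones 415. In limma 109 and 79 of them have an adjusted p under 0.05 there, in either direction and short of 1.5-fold. Precision differs between the periods, since C24→C72 has the larger spread between replicates (standard deviation of their differences 0.288, against 0.211).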

Most genes in C0→C24 present this expression pattern (82% of upregulated genes and 93% of downregulated genes, Additional file 4). 

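Single genes of adhesion and signalling rose in the first 24 hours. *myospheroid* (*mys*), the beta integrin gene required for dorsal closure, rose by 0.78 (adjusted p = 0.000616), *Smox*, a Smad gene of activin signalling, by 0.77 (adjusted p = 0.000504), and *Cdk7*, a kinase gene of the basal factor TFIIH and of the cell cycle, by 0.98 (adjusted p = 0.000729). *yorkie* (*yki*), the growth-promoting coactivator of the Hippo pathway, rose by 0.59 (adjusted p = 0.00118). Figure 5 shows 19 genes as up in Class I, of which 17 were measured and 16 were called up in C0→C24. The Dpp list has 1 up and 2 down of 23 (adjusted p = 0.884), with median (0.05) and test above 0 and a mean of -0.01. The Hippo list has 1 up of 12 (adjusted p = 0.973), with a median of -0.04 beside a mean of 0.01 and a test that points up. The call of *mys* ends without replicate 1 of C0→C24.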

As expected, we found upregulated genes associated with dorsal closure, the JNK cascade, MAP kinase activity, and the Notch and Wg signalling pathways. In addition, other genes associated with imaginal disc development, immune response, and apoptotic processes were detected. Moreover, we identified several downregulated genes in this class associated with growth regulation or involved in chromatin remodeling and wing disc development. This category is a representation of the additive response of the implantation effect and the process of regeneration.

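Some genes of hormone response and death rose in the first 24 hours. *Eip93F*, an ecdysone-induced factor of larval tissue death, rose by 1.62 and then had a value of 0.09. *EcR*, the ecdysone receptor gene, rose by 1.17 and then stood at -0.14. The pro-apoptotic *Debcl* rose by 1.15, with 0.44 afterwards. *Rel* of the Imd pathway and the forkhead gene *jumu*, which had both risen by 24 hours, have later values of 0.12 and 0.01. The adjusted p of the 3 rises is 4.92e-05, 7.35e-05 and 0.000197, and that of the later values runs from 0.0617 to 0.963. Ecdysone response genes have 7 up and 8 down of 28 in C0→C24 (adjusted p = 0.752).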

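Single genes of growth, actin and chromatin fell in the first 24 hours, while none of their lists is past the threshold. *mTor*, the kinase gene of nutrient-driven growth, was at -0.77, and *twinstar* (*tsr*), which encodes the actin-severing protein cofilin, at -1.01. *defective proventriculus* (*dve*), a homeobox gene of the wing, was at -0.84, and *Gliotactin* (*Gli*), a gene of tricellular junctions, at -0.67. *asf1*, a histone chaperone gene, and *HDAC1*, a histone deacetylase gene, were at -1.18 and -0.96. All 6 have an adjusted p of at most 0.000562 in limma. Figure 5 shows 6 genes as down in Class I, and 6 were measured and called. Growth regulators have 2 up and 1 down of 19 (adjusted p = 0.280), and wing disc patterning genes 3 down of 35 (adjusted p = 0.0589).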

Class II genes display increased or decreased expression between 24 and 72 hours but remain constant in C0→C24. 

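Genes called in the later period alone include *HDAC6*, a cytoplasmic deacetylase gene, which rose by 0.84, *Female sterile (2) Ketel* (*Fs(2)Ket*), an importin gene, which rose by 0.91, and *fascetto* (*feo*), a spindle midzone gene of cytokinesis, which rose by 0.80. *Tousled-like kinase* (*Tlk*), which acts in chromatin assembly, and *extra macrochaetae* (*emc*), a helix-loop-helix inhibitor of bristle fate, were at -0.73 and -0.73. Before 24 hours these 5 genes had 0.26, 0.36, 0.54, 0.12 and -0.28. Of the genes that rose in C24→C72, 47.0% have no call in C0→C24, and of those that fell 42.6%. The share for rises is 73.3% without replicate 1 of C24→C72 and 63.8% without replicate 2. The call of *Tlk* ends without replicate 1 of C24→C72, and without replicate 2 that of *emc*.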

Approximately half of the genes in C24→C72 showed this expression pattern (44% of upregulated genes and 49% of downregulated genes, Additional file 4). A significant enrichment of upregulated transcription factors was observed in Class II, including *Sox box protein 15 (Sox15 or SoxF*), *Enhancer of split (E(spl)) *and *Medea (Med)*. 

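*Sox15*, the high-mobility-group gene of Wg signalling, rose by 0.72 between 24 and 72 hours (adjusted p = 0.0156), after 0.53 in the first period (adjusted p = 0.0202). *Med*, the common Smad of Dpp signalling, rose by 0.71 (adjusted p = 0.00362) after 0.12. No probe here carries the current name of *E(spl)* itself, *E(spl)m8-HLH*. In intact discs *Sox15* also rose by 0.67. The later call of *Sox15* ends without replicate 1 of C24→C72.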

*SoxF *codes for a transcription factor involved in the Wg signalling pathway that has been linked to control of proliferation in *Drosophila *[42] and also skeletal muscle regeneration in mice [43]. *E(spl) *is an essential Notch signalling pathway mediator [32] and *Med*, a component of the *dpp *pathway [44]. Moreover, several chromatin regulators showing increasing expression levels are also included in this class. Brahma associated protein 60 kD (Bap60) and Dalao are components of the Brahma complex involved in chromatin remodeling [45] and Nucleosome assembly protein 1 (Nap1) has been implicated in nucleosome assembly [46]. 

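*Bap60*, a subunit gene of the Brahma complex, rose by 0.88 between 24 and 72 hours (adjusted p = 0.00191), and *Nap1*, the nucleosome assembly gene, by 1.20 (adjusted p = 0.000192). Both also rose in the first period, *Bap60* by 0.60 (adjusted p = 0.00185) and *Nap1* by 0.64 (adjusted p = 0.000562). *dalao* has no probe with a symbol of its own, so its change is not known here. Without replicate 1 of C0→C24 the early call of *Bap60* ends.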

*Bap60 *and *Sox15 *have been also identified in microarrays of leg disc transdetermination [31]. Activation of these genes together with the presence in this class of splicing and translation initiation factors indicates that the normal RNA processing machinery resumes its activity in the disc at this stage. In contrast, genes involved in the wound healing response and cytoskeletal organization processes were downregulated, presumably indicating that cell shape changes and cytoskeletal reorganization described in early healing have been accomplished.

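A splicing gene and several genes of the start of translation rose between 24 and 72 hours. *U2af50*, which recognizes the 3' splice site, rose by 1.01 (adjusted p = 0.00245), *eIF4A*, the helicase of cap-dependent initiation, by 0.70 (adjusted p = 0.00285, mean of 17 probes), and *eIF3a*, a scaffold of an initiation factor, by 0.69 (adjusted p = 0.00547). *eIF3f1*, another subunit of that factor, rose by 0.73 in the first period and 0.93 in this one. *eIF1*, which acts in start codon choice, was at -0.91 after the first 24 hours, a fall, and then rose by 0.60 (adjusted p = 0.00438). Translation factors as a list have 5 up and 1 down of 45 (adjusted p = 0.323). The later call of *eIF1* ends when each array is centred on its median.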

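Single genes of cell shape and migration fell between 24 and 72 hours. *enabled* (*ena*), which promotes actin filament growth, was at -0.64 (adjusted p = 0.00954), and *Pvf2*, a growth factor gene that draws hemocytes and guides wound closure, at -0.64 (adjusted p = 0.00890). *viking* (*vkg*), a chain of collagen IV, rose by 1.01 in the first period and then had a value of -0.44 (adjusted p = 0.0189), short of 1.5-fold. Basement membrane genes were lower (adjusted p = 0.0350, and adjusted p = 0.515 with an estimated correlation), with 1 of 18 down among all genes and by adjustment over the list alone, and larval fat body markers, from a tissue that makes collagen IV, were lower in the same period. The actin list has 2 down of 32 (adjusted p = 0.333). Without replicate 1 of C24→C72 the call of the basement membrane list ends, as it does with robust moderation, with fry and with camera on ranks, and without replicate 2 those of *ena* and *Pvf2*.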

Class III represents the set of genes whose expression changed dramatically, from significant upregulation to downregulation or vice versa. Up to 48 genes were identified as upregulated in C0→C24 and downregulated in C24→C72 (29% of downregulated genes in C24→C72, Additional file 4) but only two genes had the opposite expression pattern. This module represented only 8% of upregulated genes in C0→C24 (Additional file 4). 

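Genes that fell and then rose are *CG13258*, known by annotation number alone (-1.62 and 1.65), *Spn42Dd*, a serpin gene (-1.25 and 1.08), *Sumo*, the small ubiquitin-like modifier (-1.04 and 1.14), *Plap*, a gene of ubiquitin homeostasis (-0.67 and 0.60), and *eIF1*. Of these, *Spn42Dd*, *Sumo* and *Plap* were named after their values were seen, so that the class is complete. Against these 5 genes stand 65 that rose and then fell, which are 34.2% of the genes that fell in C24→C72. Independent lists of the same sizes would share 11.6 genes that rise and fall and 8.11 that fall and rise. Since the 24-hour cut RNA enters both comparisons, its deviations push a gene towards this class. In 20 simulations without any change the shared RNA gives a correlation of -0.504 across genes between C0→C24 and C24→C72 and a covariance of -0.00721. The data have 0.143 and 0.0160 across genes that are not independent replicates. The simulations give replicates of the same number the same 24-hour deviations, whereas in the data such deviations correlate at -0.0806. With 0 genes called in both by limma, they do not tell how large this class would be from the shared RNA. Part of the excess over independent lists may come from the shared 24-hour RNA.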

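Genes that rose and then fell did not all return to the start. *Mtk*, the antifungal peptide gene, was at -1.29 in the later period, which leaves 0.83 from 0 to 72 hours, a rise (adjusted p = 0.0255). *AttB*, the attacin gene, was at -1.37, with 0.21 over the whole time (adjusted p = 0.431). *Lsp2*, a storage protein gene of the larval fat body, rose by 1.97 and was then at -2.20, a fall, with -0.23 over the whole time (adjusted p = 0.797). The class makes up 8.81% of the genes that rose in C0→C24. From 0 to 72 hours, 47 of its 65 genes have no call, 14 stayed up and 4 ended lower. In intact discs 47 of the 65 rose as well. Without either replicate of C0→C24 the early call of *Lsp2* ends.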

Class III was, in fact, enriched in genes associated with the stress response, response to stimuli, defense response, and structural activities, as well as several downstream targets of the JNK regulatory cascade. For example, we found the Krüppel-like transcription factor *cabut *(*cbt*) [47,48], the *Collagen type IV *(*Cg25C*) gene related to dorsal closure, and *Drosomycin *(*Drs*), *Immune induced molecule I *(*IM1*), *Transferrin *(*Tsf1*) and *Gadd45*, which play a role in the defensive response [40,49]. 

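Class III includes cuticle genes, a carbonic anhydrase gene and a glutathione transferase gene. *Edg84A*, an ecdysone-dependent pupal cuticle gene, rose by 3.16 and was then at -2.82, and *Cpr72Eb*, another cuticle gene, rose by 3.12 and was then at -2.58. *CAH2*, a carbonic anhydrase gene, went from 1.46 to -1.62, and *GstE6*, a glutathione transferase gene, from 1.59 to -1.54. Their adjusted p is at most 0.00235 in either period.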

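In C24→C72 glutathione transferases were lower as a list (adjusted p = 0.00156, and adjusted p = 0.603 with an estimated correlation), with 1 up and 5 down of 35. Tracheal markers were lower (adjusted p = 0.000380, and adjusted p = 0.515 with an estimated correlation), with 3 of 13 down, and so were serpins and proteases of the hemolymph (adjusted p = 0.0319, and adjusted p = 0.608 with an estimated correlation), with 1 of 20 down. For these 3 lists adjustment over the list alone gives the same numbers. Larval fat body markers were lower (adjusted p = 0.00255, and adjusted p = 0.515 with an estimated correlation), with 5 of 15 down among all genes and 6 by adjustment over the list alone. Heat shock genes have 1 up and 3 down of 17 (adjusted p = 0.154), and oxidative stress genes 1 down of 20 (adjusted p = 0.229). In C0→C24 cuticle genes were higher (adjusted p = 0.000448, and adjusted p = 0.515 with an estimated correlation), with 30 up and 3 down among all genes and by adjustment over the list alone.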

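*Drs*, the antifungal peptide gene, rose by 4.88 in cut discs and was then at -3.47, a fall. *Tsf1*, which encodes an iron-binding transferrin of the hemolymph, rose by 1.31 and was then at -0.81, as the mean of 2 probes. These disagree, with 1 probe at 2.69 and then -1.58 and the other at -0.06 and then -0.04. *Gadd45*, a stress sensor upstream of JNK, rose by 2.02 and was then at -1.25, and *Col4a1* (*Cg25C*), a collagen IV chain of basement membranes, rose by 1.92 and was then at -0.75. *SPARC*, whose product accompanies collagen IV and is made by hemocytes and fat body, rose by 1.80 without a later change (0.07). The later falls have an adjusted p of 0.00390, 0.00285, 0.00471 and 0.0176. No single-symbol probe is annotated as *IM1*, which leaves its change open. In intact discs *Gadd45* and *Col4a1* rose by 1.08 and 1.04. Without either replicate of C24→C72 the later call of *Col4a1* ends.

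**Figure D1:**
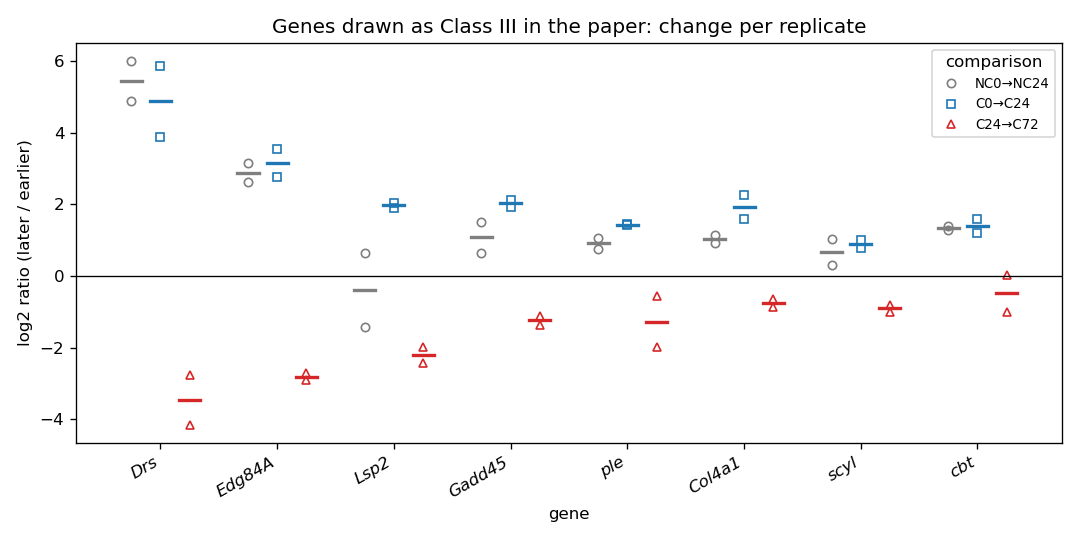
Log2 ratio of the later over the earlier time point for 8 genes in NC0→NC24 (grey circles), C0→C24 (blue squares) and C24→C72 (red triangles), with points for each of 2 replicates and bars for their mean. Most of these genes lie above 0 in the first 24 hours and below 0 afterwards, as *Lsp2* does with 1.97 and -2.20.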

The increase in the expression of other genes that play a defensive function during the first 24 hours and the subsequent decrease up to 72 hours correlates well with their role in the defensive immune response. Furthermore, the *slamdance *(*sda*) gene, belonging to this category, has also been identified in other regeneration screens using leg imaginal discs [31]. 

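*slamdance* (*sda*, now *CG46339*), which encodes an aminopeptidase, rose by 0.88 in cut discs (adjusted p = 0.00160) and was then at -0.67, a fall (adjusted p = 0.0209). In intact discs its value was 0.55 (adjusted p = 0.0213), short of 1.5-fold, and the difference between cut and intact discs has an adjusted p of 0.966. Without replicate 1 of C0→C24 the rise is no longer called, and without replicate 2 of C24→C72 the fall is not.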

Most genes identified in Class III exhibit an increase/decrease pattern of expression during regeneration. These genes could account for the cellular responses to injury, which would then be switched off once wound healing is completed.

Finally, Class IV includes genes whose expression remains significantly increased or decreased throughout the whole process, indicating their relevance during the 72 hours after the cut. A large fraction of upregulated and downregulated genes in C24→C72 (56% of upregulated genes and 22% of downregulated genes, Additional file 4) had the same expression pattern observed in C0→C24. 

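Genes that kept moving the same way include *Non1*, a nucleolar GTPase gene, which rose by 2.30 and then 1.44, and *CG6191*, known by annotation number alone, which rose by 2.44 and then 1.19. *Ance*, which encodes an angiotensin-converting enzyme of discs, was at -2.06 and then -3.10, and *wbl*, the folding factor gene, at -3.30 and then -0.65. The later changes have an adjusted p of 0.000925, 0.00235, 1.73e-05 and 0.00954. Of the genes that rose in C24→C72, 50.0% also rose in C0→C24 (82 genes, where independent lists would share 10.0), and of those that fell 23.2% also fell (44, where they would share 9.39). The share for rises is not stable, at 24.0% without replicate 1 of C24→C72 and 35.0% without replicate 2. In intact discs 73 of the 82 rose and 39 of the 44 fell.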

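*loki* (*lok*), the Chk2 kinase gene that triggers death after DNA damage, rose by 0.92 and then by 0.73 (adjusted p = 0.000271 and 0.00509). *Spn43Aa*, the serpin gene that fell in the first period, was at -1.26 in the later one, a further fall (adjusted p = 0.000604). Figure 5 shows 19 genes as up in Class IV, of which 17 were measured and 11 called up in both periods, and 7 as down, of which 5 were measured and 5 called.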

While both microarrays were characterized by an enrichment of upregulated genes whose products are involved in apoptotic processes and transcription factors, the set of downregulated genes was rich in products with defensive response functions. 

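*headcase* (*heca*), which encodes a regulator of imaginal cell growth, rose by 2.06 in the first period (adjusted p = 4.33e-05) and by 0.83 in the later one (adjusted p = 0.0153). *regucalcin*, a gene for a calcium-binding protein, rose by 1.05 at first (adjusted p = 0.00150), and then the mean of its 3 probes was -0.33 (adjusted p = 0.248), with single probes from -1.32 to 0.69. The later call of *heca* ends without either replicate of C24→C72, and the early call of *regucalcin* without replicate 1 of C0→C24.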

Among the genes whose expression pattern was upregulated throughout the experiment, we found *headcase *(*hdc*) and *regucalcin*, which were previously identified in imaginal disc regeneration [31]. In addition, we detected the *cryptocephal *(*crc) *gene, different chromatin remodeling factors such as *absent, small, or homeotic discs 2 *(*ash2*) and *modifier of mdg4 *(*mod(mdg4)*) as well as three basic helix-loop-helix (bHLH) transcription factors (*bigmax*, *HLHm3 *and *HLHm7*), indicating again that transcriptional regulation plays a critical role in regeneration. 

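*crc*, which encodes the stress factor ATF4, rose by 0.87 and then by 0.70 (adjusted p = 0.000231 and 0.00438). *ash2*, a trithorax gene of histone methylation, rose by 1.13 and 0.86 (adjusted p = 0.000157 and 0.00390), and *bigmax*, a bHLH gene of sugar sensing, by 0.90 and 0.66 (adjusted p = 0.000136 and 0.00393). *mod(mdg4)*, a gene of chromatin insulators with many isoforms, has means over its 21 probes of 0.28 and 0.34 (adjusted p = 0.0474 and 0.0473), short of 1.5-fold. In intact discs *crc*, *ash2* and *bigmax* rose by 0.69, 1.26 and 0.95.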

Finally, *Inhibitor of apoptosis 2 *(*Iap2*), *longitudinals lacking *(*lola*), and *Thor *are related to the immune response. 

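*Diap2* (*Iap2*), which encodes a ubiquitin ligase of the Imd immune pathway, rose by 1.45 and then by 0.77 (adjusted p = 3.42e-05 and 0.00420), and in intact discs by 1.63. *lola*, a BTB zinc finger gene with many isoforms, has means over its 15 probes of 0.11 and 0.11 (adjusted p = 0.405 and 0.437), with single probes from -0.45 to 0.66 in the later period. For *Thor* no change is given, since none of the probes with a single gene symbol is annotated to it and those without a symbol were left out.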

*Crc *is a downstream target of the JNK pathway implicated in wound healing [22,50] and it has been reported that the activity of *Thor *in aging also depends on the JNK pathway [51]. The set of genes that remained downregulated throughout the 72-hour period comprised a group of actin and heat shock proteins that were probably activated just after the injury, and the endopeptidases *tolloid *(*tld*) and *tolkin *(*tok*), involved in imaginal disc morphogenesis.

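The small heat shock gene *Hsp27*, a chaperone against protein aggregation, was at -1.72 in the first period and -1.49 in the later one, both falls. *Hsp26*, of the same family, also fell in both, at -1.05 in the later one. *Act79B*, a muscle actin gene, was at -1.20 and -0.80. The endopeptidase genes *tld* and *tok*, which release Dpp-type ligands, were at -0.82 and -0.81 and at -1.34 and -0.87. In the later period the adjusted p is 0.000270, 0.0322, 0.00279, 0.00127 and 0.00520. In intact discs they fell as well, with *tld* at -0.97, *tok* at -1.18 and *Hsp26* at -1.90. Without either replicate of C0→C24 both calls of *Hsp26* in cut discs end.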

### Transcriptional regulators acting in early and late regeneration

Among the plethora of genes identified as having altered expression during the regeneration process, we draw attention to the potential role played by those associated with transcriptional regulation. We first analyzed the putative targets of several transcription factors which are candidate participants in disc wound healing and regeneration. We computationally searched for binding sites of these transcription factors in promoter sequences of misregulated genes, using the genomes of 12 *Drosophilas *[52] to solidify the predictions (conserved sites at least in *D. pseudoobscura *and four additional *Drosophilids*, enrichment calculated in comparison to the total number of conserved sites of each class in the *D. melanogaster *genome, see Methods).

The JNK signalling pathway activates the AP1 (Activator Protein 1) transcription factor, a dimer of *jun *and *fos *[53,54]. We searched for AP1 binding sites in the promoters of upregulated and downregulated genes in C0→C24 (Figure 6). We found putative binding sites in the promoters of 24 upregulated genes conserved in several *Drosophila *species (371 genes identified in the whole genome, *P *value < 10^-6^). Interestingly, 11 out of these 24 genes were reported only in cut discs. 

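Among the genes with predicted AP1 sites, *necrotic* (*nec*), a serpin gene that restrains Toll signalling, rose by 0.86 in cut discs, with 0.31 in intact ones, and *vir-1*, a JAK/STAT target of antiviral defence, rose by 0.81, with 0.12 in intact ones. Their adjusted p is 0.000616 and 0.000157 in cut discs, and the difference between cut and intact discs has 0.435 and 0.107. In Figure 6, 16 genes of Class I have such sites, of which 14 were measured and 13 called up in C0→C24. The JAK/STAT list has 1 gene up of 14 in cut discs (adjusted p = 0.388) and 0 in intact ones (adjusted p = 0.458).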

The number of AP1 predictions in the downregulated genes was not statistically significant. This was as anticipated, given the role of AP1 as a transcriptional activator. The number of AP1 occurrences was not significant in the upregulated genes of the C24→C72 microarrays, while 15 AP1 binding sites were identified in 12 downregulated genes (*P *value < 10^-8^). When correlating these predictions with the gene classes previously established, in addition to the expected abundance of Class I genes, we identified a significant enrichment of Class III genes. 

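Class III genes with predicted AP1 sites include *Edg78E*, an ecdysone-dependent cuticle gene, which rose by 2.72 and was then at -3.78, a fall, and *pale* (*ple*), which encodes the tyrosine hydroxylase of cuticle hardening and is induced at wounds, at 1.43 and then -1.27. *CG1299* (*SP18*), a serine protease gene, has values of 0.87 and -1.11 (adjusted p = 0.0761 and 0.0630). For *Edg78E* the adjusted p is 3.99e-05 and 7.45e-05, and for *ple* 0.00316 and 0.0188. Of the 6 genes named, 6 were measured, 6 have both signs and 4 were called in both periods. Without either replicate of C0→C24 both calls of *ple* end.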

Despite a small amount of misregulated genes belong to this class (Additional file 4), we identified AP1 sites in six Class III genes in both C0→C24 and C24→C72 microarrays (*P *value < 0.001 and *P *value < 0.05, respectively). These results suggest that the JNK pathway regulates the expression of Class I and Class III genes through AP1 during the first few hours of wing disc healing and that its activity decreases during later stages of regeneration. As expected, different elements of the JNK pathway have been identified in our expression profiles, confirming its activation during regeneration. The phosphatase *puckered *(*puc*) has been used as a molecular readout of the activated JNK pathway and its expression seems directly controlled by AP1. 

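*puc*, the phosphatase gene that JNK switches on and that in turn restrains JNK, has values of 0.31 in intact discs, 0.24 in cut discs and -0.12 between 24 and 72 hours. The standard error of each is 0.14, and the adjusted p is 0.169, 0.272 and 0.633. Between 24 and 72 hours the 19 genes of the JNK cascade have 0 calls in limma (adjusted p of the list = 0.884), with a median of -0.02 and a test below 0 beside a mean of 0.01.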

In imaginal disc fragmentation experiments, the expression of *puc *is activated in several rows of cells near the wound edges at 5 hours after the fragmentation, peaking at 12 hours and decreasing from 24 hours onwards, as the wound is healed [17,19]. Differences in *puc *expression would therefore be very difficult to detect at the time points used in this study. However, by using bioinformatics analysis we have identified a significant enrichment of AP1 sites in the promoters of several other genes with differential expression only in cut discs that are pyhlogenetically conserved in multiple *Drosophila *species, suggesting that they could be direct targets of the JNK pathway.

**Figure 6:**
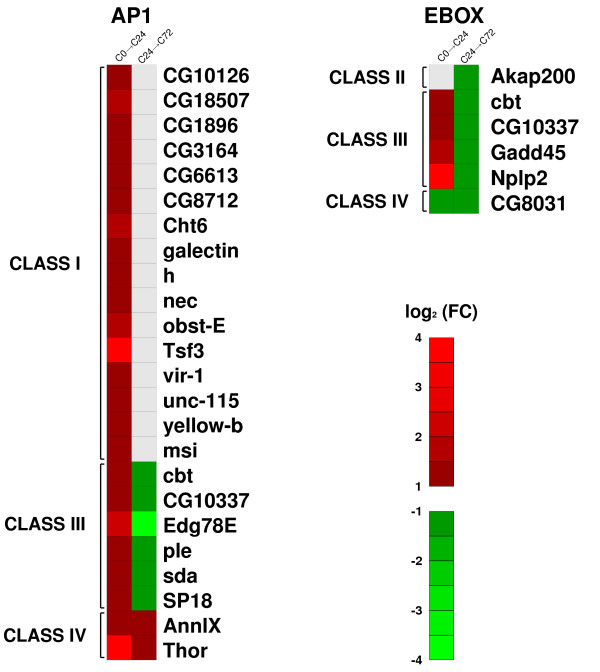
**Genes containing putative transcription factor binding sites**. Expression maps of genes of different classes containing putative consensus sites for AP1 and E-boxes. For each microarray (C0→C24 and C24→C72), upregulated genes are shown in red, downregulated genes in green and genes with no differential expression in grey. On the left, genes in C0→C24 with AP1 binding sites in the promoter region. On the right, genes in C24→C72 containing E-boxes.

Many members of the (*E(spl)*) gene complex show a significant increase in their expression levels during wound healing and regeneration stages. In particular, we observed that the *E(spl) *gene is upregulated in C24→C72 microarrays (Class II). 

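Of the E(spl) complex, which holds the main targets of Notch, 5 of 9 measured genes rose in cut discs during the first 24 hours. The bHLH repressor genes *E(spl)m3-HLH*, *E(spl)m7-HLH*, *E(spl)mbeta-HLH* and *E(spl)mdelta-HLH* rose by 1.09, 0.71, 0.79 and 0.70, and *E(spl)malpha-BFM*, of the Bearded family, by 0.83. Their adjusted p is 0.0112, 0.00790, 0.00672, 0.000633 and 0.0169. Between 24 and 72 hours *E(spl)m7-HLH* rose by a further 0.77 (adjusted p = 0.0181), and *E(spl)m3-HLH* has 0.78 (adjusted p = 0.0936). In the first period the list was higher than other genes (adjusted p = 0.00204, and adjusted p = 0.580 with an estimated correlation), with 5 of 9 up among all genes and by adjustment over the list alone. In the later period 1 gene rose among all genes and 2 by adjustment over the list alone (adjusted p of the list = 0.362). Without replicate 1 of C0→C24 the early calls end for all but *E(spl)mbeta-HLH*, which loses its call without replicate 2, and the later call of *E(spl)m7-HLH* ends without either replicate of C24→C72.

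**Figure D2:**
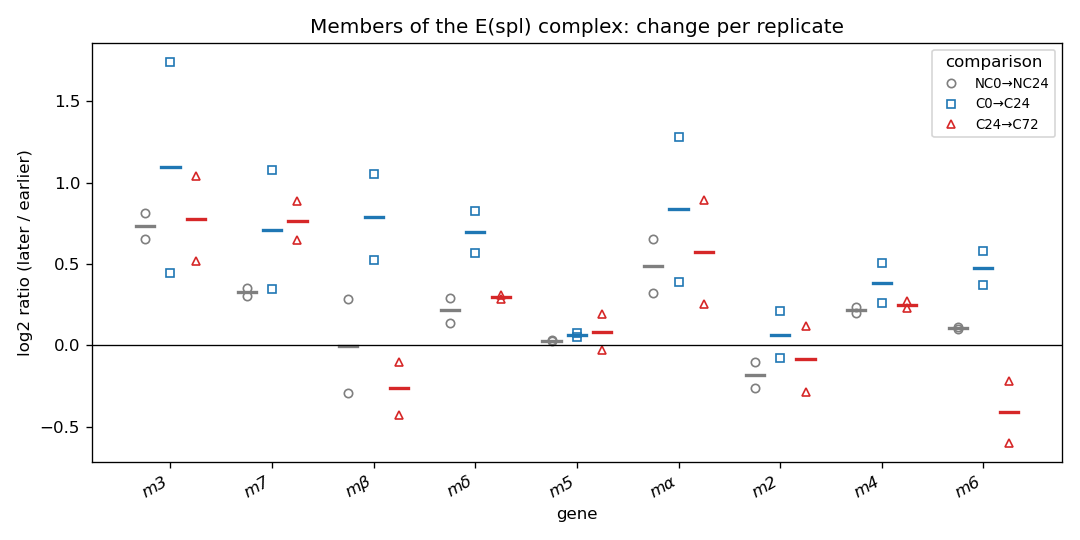
Log2 ratio of the later over the earlier time point for 9 genes of the E(spl) complex in NC0→NC24 (grey circles), C0→C24 (blue squares) and C24→C72 (red triangles), with points for each of 2 replicates and bars for their mean. The mean of *E(spl)mbeta-HLH* is 0.79 in cut and -0.01 in intact discs over the first 24 hours.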

*E(spl) *is a bHLH transcription factor that binds regulatory sequences containing the E-box palindromic motif CACGTG [55,56]. We performed a search of E-boxes in the promoters of misregulated genes in C24→C72 (Figure 6). We identified six evolutionarily conserved E-boxes in the promoters of downregulated genes (346 genes in the whole genome of *D. melanogaster*, *P *value < 0.01). Four of those six genes display an expression pattern fitting Class III genes (*P *value < 0.05), in contrast to the lower total number of genes in this class in C24→C72 (Additional file 4). 

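Genes with predicted E-boxes include *CG10337*, known by annotation number alone, which rose by 0.98 in cut discs and was then at -1.05, a fall, and *Nplp2*, a neuropeptide-like precursor gene of the fat body and hemolymph, which rose by 4.04 and was then at -1.04 (adjusted p = 0.0400). *Akap200*, which anchors protein kinase A at the membrane, had -0.34 and then fell (-0.72, adjusted p = 0.00290), and *CG8031*, likewise without a given name, fell in both periods (-1.36 and -0.78). Of the 4 Class III genes with E-boxes, 4 were measured, 4 have both signs and 3 were called in both periods. Without either replicate of C24→C72 the later call of *Nplp2* ends.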

Although these results suggest that the genes identified are potential downstream targets of the Notch pathway, it should be pointed out that other proteins, such as dMyc, could also recognize the general consensus sequence for the E-box element [57].

Finally, besides transcription factors we have also identified genes that encode for chromatin remodelers. This finding highlights the importance of transcription and chromatin remodeling in regeneration and is consistent with similar studies [31]. It has been demonstrated that suppression of Polycomb group (PcG) proteins by JNK induces transdetermination in *Drosophila *imaginal discs and that this downregulation is directly controlled by the JNK signalling pathway [25]. 

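Polycomb group genes, which keep developmental genes silent, have a single call. *Polycomblike* (*Pcl*), a cofactor gene of histone H3 methylation, rose by 0.58 in cut discs (adjusted p = 0.00484), with 0.30 in intact discs and 0.53 in the later period. *extra sexcombs* (*esc*), a core subunit of the same complex, has 0.39 in the later period (adjusted p = 0.0348). Of 18 genes measured, 0, 1 and 0 rose in NC0→NC24, C0→C24 and C24→C72 by limma, and the adjusted p of the list is 0.936, 0.850 and 0.956. Median and mean differ in sign in intact discs (-0.06 and 0.01, test lower) and in cut discs (-0.01 and 0.05, test higher). The call of *Pcl* ends without replicate 1 of C0→C24.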

We have not found PcG genes in our screen. Instead, the majority of chromatin regulators encode proteins that may play a general role as transcriptional activators. Among these, Ash2, a member of the *trithorax *group (trxG), is required for histone H3 trimethylation at lysine 4 (H3K4me3) and belongs to multiple methylation complexes [58,59], and BAP60 and Dalao are members of the Brahma complex [60,61]. 

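In the first 24 hours chromatin genes moved both ways. *reptin* (*rept*), a helicase gene of remodelling complexes, fell in intact (-0.91) and cut discs (-0.91), while the trithorax gene *ash2* rose in both. The list of trithorax group and remodelling genes has 4 up and 6 down of 41 in intact discs (adjusted p = 0.847) and 5 up and 6 down in cut discs (adjusted p = 0.860).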

The transcriptional activation of this small number of cofactors may lead to the enzymatic activation of several proteins involved in chromatin activity. According to our results, global transcription slows at the beginning of regeneration but resumes concurrent to wound repair.

### Requirement of transcription factors and chromatin remodelers in regeneration

We expect impairment on the ability to regenerate in mutants for the genes identified in our molecular screen. The requirement of the JNK pathway in wing imaginal disc regeneration has already been described [17-19,26] and alterations in the expression levels of Notch members have also been reported [31]. After validating the changes in expression levels of selected genes by quantitative PCR (Additional file 5), we investigated their involvement in regeneration. Wing discs from heterozygous flies (the homozygous condition being lethal) were fragmented as above, implanted and recovered after 24 and 48 hours (Figure 7). Although healing did not seem to be affected in *N*^*I1N-ts2 *^mutant discs, proliferation, measured by counting the number of mitotic cells labelled with anti-Phospho-Histone3 (PH3), was impaired. We also analyzed regeneration in imaginal discs from heterozygous flies with a deficiency of all *E(spl) *complex genes. Despite the fact that wound closure did not seem to be compromised, a significant decrease in proliferation occurs at 24 and 48 hours. Moreover, to inquire into the role of Class III genes in regeneration, we examined *cbt *mutant discs. Even though the discs healed properly, there was lower proliferation in analyzed discs. Finally, since the category of chromatin regulators is significant (this report and [31]), we examined the requirement for *ash2*, a Class IV member, in regeneration. Heterozygous discs for the *ash2*^*I1 *^allele were smaller and showed wound healing defects at 24 hours, probably hampering the proper assessment of their proliferative capacity. Although proliferation seems to be affected at 48 hours, it is probable that the absence of regeneration in these mutant discs is due to healing impairment.

**Figure 7:**
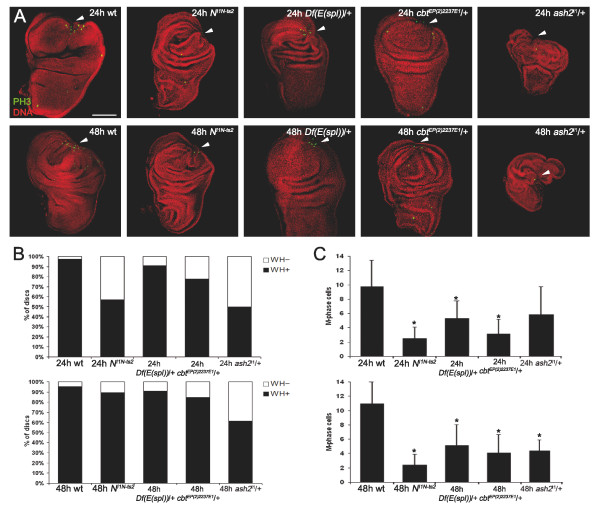
**Involvement of the Notch pathway, *cbt *and *ash2 *in wing imaginal disc regeneration**. Wound healing (WH) and mitosis (M) in blastemas of Notch pathway, *cbt *and *ash2 *mutants. (A) Regenerating imaginal discs from wild-type (wt); *N*^*I1N-ts2*^; Df(*E(spl)*)/+; *cbt*^*EP(2)2237E1*^/+; and *ash2*^*I1*^/+. Staining of mitosis (green) and nuclei (red). Scale bar = 100 μm. Upper panels show 24-hour regenerating discs; lower panels, 48-hour regenerating discs. Arrowheads point to the wound vertex. (B) Percentage of discs with correct wound closure (black) and absence of closure (white). (C) Number of M-Phase cells in the blastema region at 24 and 48 hours. Asterisk indicates differences between wt and mutants discs (*P *value < 0.005).

### The transcription factor Cbt as an example of Class III genes

Most genes identified in Class III display a characteristic increase/decrease pattern of expression during regeneration, suggestive of tight regulation associated with the requirement of the proteins encoded by these genes in a particular window of time. As a member of Class III, *cbt *was upregulated during the first 24 hours after disc fragmentation, decreasing dramatically in the following 48-hour period. 

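*cbt*, the Krüppel-like factor gene that responds to JNK at dorsal closure, rose by 1.39 in cut discs (adjusted p = 0.00115) and by 1.34 in intact discs (adjusted p = 0.00182). Between 24 and 72 hours its value was -0.49 (adjusted p = 0.177), with replicates at -1.015 and 0.035. The standard error of 0.21 is pooled over the 3 comparisons and understates the gap between these replicates. Over the whole 72 hours the value was 0.90 (adjusted p = 0.0522). Without replicate 2 of C24→C72 the later fall is called, and without replicate 1 of C0→C24 the early rise is not.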

As already suggested by Muñoz *et al. *[47], we found an AP1 binding site present in the proximal promoter of *cbt *conserved in multiple *Drosophila *species (Figure 8A), which indicates that is directly regulated by AP1. In third instar larvae, *cbt *is ubiquitously expressed in the wing disc (Figure 8B, C), and according to our predictions, we observed an increase in the level of expression of *cbt *after activating the JNK pathway in the posterior compartment (Figure 8D). More importantly, we detected an increase in the regenerating tissue, confirming the induction of its expression after injury (Figure 8E). As an alternative method to avoid microsurgery, regeneration was induced by triggering apoptosis in the wing disc in a spatially and temporally regulated manner. Recent reports have already shown that cell death can be locally induced in certain domains of the disc using the Gal4/UAS binary system in combination with Gal80^ts ^[26,28]. The use of the *salm-Gal4 *construct to drive expression of the pro-apoptotic gene *reaper *(*rpr*) results in a region of dead cells in the *spalt (sal) *domain. Higher levels of *cbt *expression can be detected in the regenerating cells that close the wound apically (Figure 8E-H). We have already demonstrated that during cell death-induced regeneration, the JNK pathway is activated at the leading edges of healing tissue, and is required in the living cells for the regulation of healing and regenerative growth [26]. Our results point to the transcription factor Cbt as a crucial downstream mediator gene of JNK signalling during microsurgery or cell death-induced regeneration.

**Figure 8:**
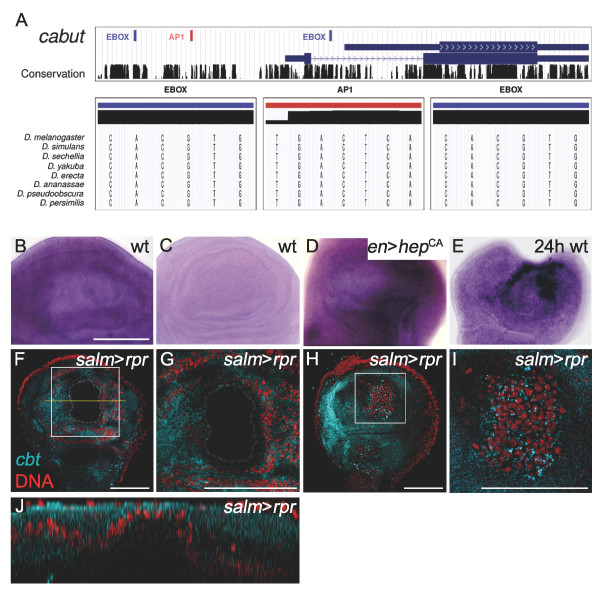
**Analysis of *cbt *promoter, expression and requirement in cell death- induced regeneration**. (A) Graphical representation of one AP1 site and two E-boxes that are evolutionarily conserved in the promoter of *cbt *and detailed sequences of each binding site in different *Drosophila *species. This picture was produced using the UCSC genome browser [76]. (B-E) In situ hybridizations in wing imaginal discs. (B) Wild-type disc showing ubiquitous *cbt *expression. (C) Wild-type disc with *cbt *sense RNA probe as a control. (D) *cbt *expression in *en *>*hep*^CA ^disc. Notice upregulation of *cbt *in the posterior compartment. (E) Confocal section of a wing disc after 24 hours of regeneration. *cbt *is overexpressed near the wound. (F-J) Fluorescent in situ hybridization (blue) in disc in which cell death has been induced; nuclei are stained red. (F) Basal confocal section of a wing disc after 10 hours of *rpr *induction in the *salm *domain. The dotted line indicates the cell death domain. *cbt *expression is constant throughout the disc. (G) High-magnification view of the white square in F. (H) Apical confocal section of a wing disc after 10 hours of *rpr *induction in the *salm *domain. Regenerating cells in this domain show a high level of *cbt *expression. (I) High-magnification view of the white square in H, showing increased expression of *cbt*. (J) Cross-section through a stack of images (from apical to basal) at the level of the yellow line in F. Scale bars = 50 μm.

Although further experiments are required, it is possible that E(spl) binds to the E-boxes identified in the promoters of *cbt *and other members of Class III genes contributing to their downregulation in the 24-72 hours period. In fact, in addition to *cbt *and *CG10337*, we found three more genes of this class (*Cg25C, Gadd45 *and *ple*) containing conserved AP1 sites and E-boxes in their promoter regions when we extended our analysis up to 10 Kb upstream of the TSS (Additional file 6). All these genes are precisely known JNK targets [40,47,62,63]. In *Drosophila*, the Notch pathway is known to participate in the regulation of growth in the wing [64] and a relationship between both the JNK and Notch pathways has recently been documented in tissue homeostasis in aging flies [65]. In that study, it was shown that tissue regeneration in the fly intestinal epithelium depends on a sensitive balance between JNK and Notch signalling events regulating stress responses, stem cell proliferation, and cell differentiation. Therefore, it is tempting to speculate that both JNK and Notch pathways cooperate by regulating the transcriptional activity of the same set of genes during wound healing and regeneration of wing imaginal discs.

## Conclusions

By determining expression profiles at different times of regeneration, we have been able to identify early and late genes involved in the process. The onset of wound healing is the first necessary step for regeneration [66] and the role of the JNK pathway in this type of processes has been widely documented [17,19,25]. Different elements of the JNK pathway have been identified in our expression profiles, confirming its activation during regeneration. Our analysis show a significant enrichment of AP1 sites in the promoters of several genes with differential expression only in cut discs, suggesting that they could be direct targets of the JNK pathway. Several genes identified in our work encode for transcription factors, some of them of known signalling pathways, and chromatin remodelers. This finding highlights the importance of transcription and chromatin dynamics in regeneration and is consistent with similar studies [31]. A comprehensive description of the regeneration process will be enriched in the future by incorporating information complementary to our expression data. Thus, additional biological processes that are not directed by transcriptional responses, such as translational control and subcellular localization, should be recognized. However, the characterization of the relative contribution of critical pathways [67], or more precisely, of key genes may ultimately lead to the identification of therapeutic targets for use in regenerative medicine.

## Methods

### *Drosophila *strains and experimental conditions

All *Drosophila *strains and crosses were kept on standard media at 25°C. For microarray and qRT-PCR experiments, imaginal disc regeneration was induced in the *w*^1118^ISO; 2iso; 3iso isogenic line from the DrosDel collection [68]. The following strains were used: CS; *ash2*^*I1*^/TM6C [69]; *N*^*I1N-ts2*^rb'; FRT82*gro*^+^: Df(3R)*gro*^b32.2^/TM6B (a complete deficiency of all *E(spl) *complex genes, in this paper referred to as Df(*E(spl)*); *cbt*^*EP(2)2237E1*^/CyO-twi:GFP [47]; *en*-Gal4;Gal80^ts^/SM6a-TM6B; UAS-*hep*^CA^. All strains were kept at a constant temperature of 25°C, with the exception of *Notch*^*I1N-ts2*^, which was kept at 17°C until the dissection of discs and then at 25°C from just after implantation until the end of the experiment.

For cell death induction, UAS-*rpr*/Gal80^ts^; *salm*-Gal4 flies were used as described [26]. Larvae were kept at 17°C to avoid *rpr *expression until third instar larvae (approximately 120 hours after egg laying). Next, they were shifted to 29°C to activate *rpr *expression for 10 hours, and then larvae were dissected and fixed with 4% formaldehyde.

### Imaginal disc manipulation and labeling of mitosis

Imaginal disc manipulation, either of wild type or mutant discs, was performed as described previously [17]. Wing discs were removed from third instar larvae and a 90° sector was dissected out from the posterior (P) compartment, leaving a 3/4 anterior fragment. Experimental and control (uncut) discs were implanted into recently eclosed Canton S females and kept at 25°C. Regenerating fragments were recovered at 24 and 48 hours after implantation, fixed with 4% paraformaldehyd and immunostained following standard protocols with anti-PH3 (1:1000, Upstate Biotechnology, Inc), FITC-conjugated goat anti-rabbit secondary antibody (1: 200, Jackson Immunoresearch, Inc.) and TOPRO3 (Molecular Probes, Inc) for nuclei staining. Imaginal discs were mounted in SlowFade Light Antifade (Molecular Probes, Inc.) prior to confocal analyses (Leica SPE). Images were treated with ImageJ (NIH) and Adobe Photoshop software. For analysis of wound healing and proliferation, at least 10 discs were analyzed for each condition. The number of M-phase cells near the wound was determined using ImageJ (NIH) software. We used SPSS Statistics 17.0 for statistical analysis.

### In situ hybridization

In situ hybridization of wing imaginal discs fixed with 4% formaldehyde was performed as described previously [70]. *cbt *sense and antisense RNA probes were synthesized using a complete cDNA (a gift from N. Paricio) with DIG RNA labeling Mix (Roche, Inc.) and hydrolyzed prior to hybridization. An antibody conjugated with alkaline phosphatase (Roche, Inc.) was used against Digoxigenin probes. NBT/BCIP (Roche, Inc.) was used to develop in situ hybridizations and fast red tablets (Roche, Inc.) for fluorescent in situ hybridization. Discs were analyzed with a Leica DMLB fluorescent microscope and a Leica SP2 confocal microscope.

### Quantitative RT-PCR analysis

Total RNA was extracted using the Mini RNA Isolation I Kit™(Zymo Research Corp., CA, USA). Reverse transcription reactions with 500 ng of RNA isolated from regenerating discs were used to synthesize cDNA with M-MLV reverse transcriptase (Invitrogen Corp., Carlsbad, CA, USA) according to the manufacturer's instructions. The qRT-PCR was performed with an ABI PRISM 7700 following the recommended protocol (Applied Biosystems, Foster City, CA, USA). Each sample was replicated three times and average values were used for further analysis. Data were analyzed by the ΔCT method and normalized by subtracting the value of the geometric average of three control genes (*dia*, *mRpL9 *and *ptp61F*) obtained using geNorm software [71]. TaqMan primers and probes designed and synthesized by Applied Biosystems for this analysis were: Dm02150755_g1 (*ash2*); Dm01800197_s1 (*cbt*); Dm02151501_s1 (*E(spl*)); Dm01821420_m1 (*Sox15*); Dm02151361_g1 (*tld*), Dm01811206_g1 (*dia*); Dm02135860_s1 (*mRpL9*); Dm 0183210_g1 (*ptp61F*).

### Microarray analysis

Microarrays were printed at the Plataforma de Transcriptòmica (SCT-PCB, Universitat de Barcelona, Spain) using the *Drosophila *genome Oligo Set version 1.1 (Operon Biotechnologies Inc., Huntsville, AL., USA) as described previously [69,72] (GEO platform number GPL3797). Total RNA was extracted as described above from wing discs recovered after 0, 24 and 72 hours for cut discs, and at 0 and 24 hours for uncut discs. At least two independent RNA extractions were carried out. In the case of cut discs, RNA extracted after 24 hours of implantation was used as a common reference and therefore three pair-wise comparisons were set: C0→C24, C24→C72 and NC0→NC24. Four microarrays were hybridized for each experiment in biological replicate pairs including dye swaps to take dye bias into account. Microarray analyses were performed as described previously [72]. GenePix Results (GPR) data files were obtained for each microarray with an Axon 4000B scanner and GenePix Pro 6 (Molecular Devices Corp., Sunnyvale, CA, USA). All GPR files were analyzed with the Limma package from BioConductor [73,74] using the same criteria. Array normalization was carried out independently for each set of four arrays using the *mad *method from OLIN, and a linear model was fitted and FDR corrected [73]. We obtained a list of genes that displayed at least two-fold differential expression (FDR-corrected *P *value < 0.05). Further experimental and statistical details together with raw and normalized data can be accessed through NCBI's Gene Expression Omnibus [75] series number GSE17408.

All gene sets have been mapped in the genome of *D. melanogaster *using the RefSeq track of the UCSC genome browser [76] annotations (genome assembly dm3, April 2006). We used the TermEnrichment tool from the AmiGO suite [77] to assess the statistical significance of GO term enrichments on each list of genes using the whole genome as a second reference set (*P *value < 0.001, each enrichment must contain at least five genes). We employed the program GSEA [41] to perform gene-set-enrichment analyses in the full transcriptome of each microarray (rank function: difference of expression values). The Enrichment Score (ES) was calculated by walking down the ranked list, increasing the cumulative sum when a gene is present in a given GO category and decreasing it if a gene is not (see [41] for further details).

### Promoter characterization

We extracted 1,000 nucleotides upstream of the transcription start site of each gene according to RefSeq annotations in the UCSC Genome browser [76]. Using the predictive models published in the literature for AP1 and E(spl) [54,55], we used the MatScan program [78] to obtain the list of putative transcription factor binding sites on the set of gene promoters. We converted these predictions into the UCSC custom track format to map them along the *D. melanogaster *genome. Using the Conservation track (multiple alignment of *Drosophila *species), we filtered out the predictions that were not conserved in at least five species (including *D. pseudoobscura *or more distant species). We randomly sampled 10,000 datasets containing the same number of genes of each up or downregulated gene sets, using a Z-test to evaluate the statistical significance on each set of predictions in comparison to the whole genome.

## Authors' contributions

EB performed the bioinformatics analysis; SB, MB, FS and MC conceived and designed the experiments; MRR, SB, MB and AP performed the experiments; FS and MC contributed reagents and materials; EB and MC wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Gene signature of wing imaginal disc early regeneration**. For each gene we display the functional annotation according to the Gene Ontology. Click here for file

Additional file 2 **List of transcription factors in C24→C72**. For each transcription factor we display the binding molecule (DNA or protein) and the functional annotation according to the Gene Ontology. Click here for file

Additional file 3 **Representatives of regeneration gene classes**. For each class in the catalogue we show the list of selected representatives and the functional annotation according to the Gene Ontology. Click here for file

Additional file 4 **Number of genes on each class in C0→C24 and C24→C72**. For each microarray we display the number of misregulated genes distributed in classes according to the gene catalogue. Click here for file

Additional file 5 **Quantitative RT-PCR for target genes in regenerating discs after 0, 24 and 72 hours**. Twenty-four hour expression levels were used as reference for comparison (baseline). Arrows represent significant expression changes (*P *< 0.005); red arrows indicate upregulation and green arrows downregulation. Click here for file

Additional file 6 **AP1 sites and E-boxes identified in the promoter region of Class III genes**. For each gene we display the length of the promoter sequence, the position of AP1 sites (in red) and E-boxes (in blue), the beginning of the gene (in white) and the conservation level of the sequence according to the multiple alignment of *Drosophila *species (UCSC genome browser Conservation track). Click here for file

# Supplementary material for: Gene expression following induction of regeneration in Drosophila wing imaginal discs. Expression profile of regenerating wing discs
**Source:** BMC Dev Biol. 2010 Sep 2;10:94. doi: 10.1186/1471-213X-10-94
**Supplement:** Additional file 2 — List of transcription factors in C24→C72. For each transcription factor we display the binding molecule (DNA or protein) and the functional annotation according to the Gene Ontology.

**C24→C72 ↑**					
**Gene**	**Gene name**	**Binding**	**GO terms**	**log FC(C24→C72)**	**P value**
<i>Bap60</i>	Brahma associated protein 60kD	Protein	brahma complex chromatin , remodeling complex, dendrite morphogenesis, muscle development	0.79	10 ⁻³
<i>bigmax</i>	bigmax	DNA	transcription factor activity, autophagic cell death, dendrite morphogenesis, muscle development	0.61	10 ⁻²
<i>bip2</i>	bip2	Protein	transcription factor TFIID complex	0.90	10 ⁻⁴
<i>crc</i>	cryptocephal	DNA	metamorphosis pupation	0.63	10 ⁻³
<i>crp</i>	cropped	Protein	transcription regulator activity	0.66	10 ⁻³
<i>dalao</i>	dalao	Protein	chromatin remodeling, brahma complex	0.68	10 ⁻³
<i>E(spl)</i>	Enhancer of split	DNA	transcription repressor activity, Notch signaling pathway, cell fate commitment, dendrite morphogenesis, epidermal growth factor receptor, imaginal disc-derived wing margin morphogenesis	1.04	10 ⁻⁵
<i>HLHm3</i>	E(spl) region transcript m3	DNA	specific transcriptional repressor activity, Notch signaling pathway	0.70	10 ⁻³
<i>HLHm7</i>	E(spl) region transcript m7	DNA	compound eye development, dendrite morphogenesis	0.69	10 ⁻³
<i>lola</i>	longitudinals lacking	Protein	structural molecule activity, antimicrobial humoral response, axonogenesis	0.59	10 ⁻²
<i>Med</i>	Medea	DNA	BMP signaling pathway, cell proliferation, imaginal disc-derived wing morphogenesis, transforming growth factor beta receptor, somatic stem cell maintenance	0.62	10 ⁻²
<i>mod(mdg4)</i>	modifier of mdg4	Protein	chromatin binding, establishment or maintenance of chromatin architecture, induction of apoptosis	0.68	10 ⁻³
<i>Sox15</i>	Sox box protein 15	DNA	ATP binding, aminoacyl-tRNA ligase activity	0.65	10 ⁻³
**C24→C72 ↓**					
**Gene**	**Gene name**	**Binding**	**GO terms**	**log FC(C24→C72)**	**P value**
<i>bin</i>	Biniou	DNA	mesodermal cell fate commitment<br>salivary gland morphogenesis	-0.80	10 ⁻³
<i>Ets21C</i>	Ets at 21C	DNA	dendrite morphogenesis	-0.82	10 ⁻⁴

Additional file 2.

List of transcription factors in C24→C72

# Supplementary material for: Gene expression following induction of regeneration in Drosophila wing imaginal discs. Expression profile of regenerating wing discs
**Source:** BMC Dev Biol. 2010 Sep 2;10:94. doi: 10.1186/1471-213X-10-94
**Supplement:** Additional file 4 — Number of genes on each class in C0→C24 and C24→C72. For each microarray we display the number of misregulated genes distributed in classes according to the gene catalogue.

	**C0→C24**			**C24→C72**		
	↑	↓	TOTAL	↑	↓	TOTAL
**CLASS I**	**495 (82%)**	**537 (93%)**	**1032 (87%)**	**0 (0%)**	**0 (0%)**	**0 (0%)**
**CLASS II**	**0 (0%)**	**0 (0%)**	**0 (0%)**	**50 (44%)**	**80 (49%)**	**130 (46%)**
**CLASS III**	**48 (8%)**	**2 (0%)**	**50 (4%)**	**2 (0%)**	**48 (29%)**	**50 (18%)**
**CLASS IV**	**64 (10%)**	**37 (7%)**	**101 (9%)**	**64 (56%)**	**37 (22%)**	**101 (36%)**

Additional file 4.

Number of genes on each class in C0→C24 and C24→C72

How the deposited data were processed for this re-analysis (not part of the article)

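The deposited values are log2 ratios between the dyes of 12 arrays, as the authors normalized them. They scaled each set of 4 arrays on its own with the mad method of OLIN, tested genes with limma and controlled the false discovery rate. The text of the paper names 2-fold as its threshold, while the deposited description of the series names 1.5-fold and the table of transcription factors in Additional file 2 starts at a log fold change of 0.59. The version of limma that the authors used is not given. No raw intensities were read again. Each of the 3 comparisons, NC0→NC24, C0→C24 and C24→C72, has 2 biological replicates, and each replicate has 2 arrays with the dyes swapped. The correlation between dye-swapped arrays is positive in every pair, so the ratios were taken as already turned to later over earlier time.

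Of 16416 features, 13164 carry a single gene symbol, 101 several and 3151 none. The single symbols were matched by gene identifier (12533), by accession (120) or kept as deposited (511), which gives 12058 genes once the probes of a gene were averaged. Several probes stand behind 757 genes, with up to 21 for a gene. No value is missing. The dye-swapped arrays were averaged first, since they hold the same amplified RNA, and the 6 replicate means entered a single model with 3 groups in limma 3.58.1 under R 4.3.3. The model leaves 3 residual degrees of freedom, and moderation adds those that limma draws from all genes. A gene is called where the adjusted p (Benjamini-Hochberg) is under 0.05 and the change is at least 1.5-fold. The same model gives the difference between cut and intact discs over the first 24 hours and the sum over both periods in cut discs. For gene lists, 48 lists were written by hand from the topics of the paper and from tissues that may lie near an implant, with at least 5 measured members each. They were tested with camera at a preset correlation between genes of 0.01, and adjusted over 192 tests. Beside these stand camera with an estimated correlation, camera on ranks and fry. Camera compares a list with the other genes, whereas fry asks whether the list changed at all. The members called among all genes and those called by adjustment over the list alone are given too.

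Named genes follow a rule fixed before the data were examined. It takes every gene that the paper names for these arrays in its text, in Figures 5 and 6 (read from the picture, for naming only) or in Additional file 2. In each comparison and in the difference it takes the 10 called genes with the largest rise and the 10 with the largest fall among those that moved the same way on all 4 arrays, or, for the difference, with both replicate means of cut discs on the same side of both means of intact discs. It takes up to 4 members of each list with the smallest adjusted p in the comparison described, and for Class III and Class IV the 10 genes with the largest summed absolute change over both periods. Control spots and features without a single gene are left out of all but the first part. Values in the tables of the paper count as seen, and any gene named outside the rule is marked where it stands.

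The alternatives changed a single choice at a time, except where arrays replace replicate means, which also fits the comparisons alone or adds a dye term and a block. They are a threshold of 2-fold, no fold threshold, limma's treat at 1.5-fold, each array as a replicate with the comparisons fitted alone, all 12 arrays with a dye term and a random block, comparisons fitted alone on replicate means, a replicate block and the same block with its sign reversed in C24→C72, median-centred arrays, arrays scaled to a common median absolute deviation, alternative rules for missing values, each probe as its own feature, robust moderation, and the omission of each replicate in turn. The rules for missing values change nothing, since none is missing.

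The steps were tested on simulated data built from the spread of these arrays, with 12058 genes, 200 of them changed, and 10 repeats. At 1.5-fold 46.2% of the changes in NC0→NC24 were recovered, 43.2% in C0→C24, 43.2% in C24→C72 and 22.8% in the difference. A recovered gene also needs an estimate of at least 1.5-fold, which by construction many changes of exactly that size miss. By adjusted p alone the shares at 1.5-fold were 76.8%, 78.2%, 73.6% and 23%. At 2-fold these shares were 98.0%, 98.4%, 97.6% and 88.4%. False calls per repeat were 3.6, 4.5, 3.2 and 9. Without any change at most 1 gene was called. Lists of 20 genes shifted by 0.3 were recovered in 100% of tests with camera at the preset correlation and on ranks, in 94.2% with fry and in 18.3% with the estimated correlation.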

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

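The tests of the arrays at a common spread for genes called in cut discs alone, of a common factor between cut and intact discs, of the difference for those same genes, of the yolk genes and of the share of members higher in cut discs were chosen only after the result was seen. The thresholds, the gene lists and the alternatives were set before the data were examined.

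The change over the first 24 hours differs between cut and intact discs in 9 genes by a test of the difference. It compares changes and not levels, so the 0-hour RNA enters it as well. Higher in cut discs are *eater*, a phagocytic receptor gene (1.29), *CG4259*, a serine protease homologue (1.25), *Cpr97Eb*, a cuticle gene (1.13), *CG14629* (1.12), *Hemese* (*He*), a hemocyte surface gene (1.01), *fat-spondin* (0.99) and *CG18641*, a lipase homologue (0.90). Lower are *CG9416*, a peptidase homologue (-1.41), and *His1:CG31617*, a histone H1 gene (-1.85). For each of the 9 both replicate means of cut discs lie on the same side of both means of intact discs. This adds little, since passing the test with so few replicates nearly requires it. Without replicate 1 of NC0→NC24, or without either replicate of C0→C24, limma calls 0 genes in this difference, with 587, 503 and 605 at an unadjusted p under 0.05. Without replicate 2 of NC0→NC24 it calls 3.

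The same difference, taken over lists, is past the threshold for 11 of them. Higher in cut discs are larval fat body markers (adjusted p = 9.29e-06, mean 0.49), hemocyte markers (1.89e-05, 0.23), the E(spl) complex (8.60e-05, 0.35), the Notch pathway (0.0243, 0.14), cuticle proteins (0.000154, 0.13), basement membrane genes (0.00336, 0.17), cell cycle and replication genes (0.00255, 0.09) and immune recognition genes (0.0315, 0.10). Lower are mitochondrial ribosomal proteins (0.00156, -0.09), the proteasome (0.00161, -0.11) and glutathione transferases (0.0224, -0.12). The cell cycle list was itself lower in intact (0.000122, median -0.23) and in cut discs (0.0315, -0.15), and less so in the latter, with 0.730 and 0.773 at an estimated correlation. With an estimated correlation none of the 11 is called in camera, with adjusted p from 0.515 up. Fry keeps 2 of them, the fat body and hemocyte lists, and camera on ranks 9, all but the recognition and glutathione transferase lists. The Notch, cell cycle and glutathione transferase lists are no longer called without replicate 1 of NC0→NC24 or of C0→C24, the E(spl) and proteasome lists without replicate 1 of C0→C24, the cuticle list without that replicate or replicate 2 of NC0→NC24, basement membrane genes without the latter, and the recognition list without replicate 2 of NC0→NC24, without either replicate of C0→C24 or with each array as a replicate.

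Lists that the paper does not discuss carry a signal in 14 tests. In intact discs mitochondrial ribosomal proteins (adjusted p = 2.25e-06, mean -0.23) and the proteasome (7.81e-10, -0.43) are lower, and chitin and tracheal cuticle genes are higher (2.89e-05, 0.47). In cut discs up to 24 hours mitochondrial ribosomal proteins (4.51e-09, -0.32) and the proteasome (2.97e-10, -0.54) are lower, while chitin and tracheal cuticle genes (0.000161, 0.57), larval fat body markers (0.0137, 0.57), hemocyte markers (0.0107, 0.36) and basement membrane genes (0.0124, 0.38) are higher. From 24 to 72 hours the proteasome (0.00792, -0.10), larval fat body markers (0.00255, -0.44), basement membrane genes (0.0350, -0.13), tracheal markers (0.000380, -0.36) and serpins and proteases of the hemolymph (0.0319, -0.15) are lower. With an estimated correlation the adjusted p of all 14 is 0.515 or above. The call of basement membrane genes in the later period ends without replicate 1 of C24→C72, with robust moderation, with fry and with camera on ranks, and that in C0→C24 on ranks. The serpin list loses its call without replicate 2 of C24→C72, with fry and on ranks, and the later call of the proteasome ends with fry.

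Of the genes called in cut discs at 24 hours, 31.2% are not called the same way in intact discs. Simulations with the same change in both kinds of disc reach at most 20.5%. In them a common change of equal size, parted by the thresholds, falls short of the whole share. Conversely, 84.7% of the calls in intact discs recur in cut discs, beside 79.9% to 84.2% in the simulations. The simulations take the observed mean of each gene, noise included, as its true change. How far that lowers their share of genes not shared was not tested. A difference in scale between the separately normalized sets of arrays stays open, since the arrays already lie at a median absolute deviation of 0.18 to 0.19, so that bringing them to a common value, which gives 396 such genes against 416 and 4 calls in the difference against 9, hardly tests it. Over 918 genes called alike in both, changes in cut discs are 1.09 times those in intact discs, and dividing by this factor leaves 299 such genes (25.9%) and 1 call in the difference. Whether that factor comes from the arrays or from a different response of cut discs cannot be told apart, because the sets were normalized separately, and 5 of the 416 genes (1.20%) are called in the test of the difference, in a design that recovers 22.8% of simulated differences of 1.5-fold. Without replicate 1 of NC0→NC24 the share is 41.8%, and without replicate 1 of C0→C24 it is 29.4%.

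Larval fat body and hemocyte genes were higher in cut than in intact discs, which a common factor between the changes of cut and intact discs does not explain, as the hemocyte list has an adjusted p of 3.88e-05 after division by it, while arrays at a common spread (2.75e-05, and 2.74e-09 to 0.515 over the alternatives for hemocyte markers) decide nothing about other differences in scale, since the arrays had nearly that spread before. RNA from the fat body of the adult host would raise the yolk genes *Yp1*, *Yp2* and *Yp3*, whose mean difference is -0.28 with a standard error of 0.29, too wide a spread to exclude it. Larval fat body cells and hemocytes on the cut discs cannot be told apart from a response of the disc cells themselves, which was not tested, because the 12 of 15 and 17 of 23 members that are higher, or 76.3% of the 38, restate the result. Another list also holds 7 of those 15 genes and 5 of those 23, ratios between dyes give no levels for the most abundant of them, and no sort or gate in the design would remove such cells.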

How the results depend on the processing

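No test in this part was chosen after its result was seen. For counts of genes, classes and lists, 491 values under the alternatives lie within 1.5 times the value first reported and 109 do not. For named genes 27539 values kept direction and side of the threshold, 1221 lost a call, 238 gained a call and 2 reversed. For lists the numbers are 3663, 120, 55 and 2. The alternative rules for missing values are void, since no value is missing. The tallies of unchanged values nevertheless include them, with 1450 values for named genes and 192 for lists under each rule. Every other alternative set beforehand was run. Where a value moved, the cause was not tested, except that a stricter or looser threshold by its construction passes fewer or more genes.

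With a 2-fold threshold NC0→NC24 has 231 genes up and 77 down, C0→C24 293 and 132, C24→C72 24 and 43, and the sum from 0 to 72 hours 472 and 303. In cut discs alone 89 rose and 70 fell. Class I has 261 up and 125 down, Class II 14 and 14, Class III 25 up then down and 3 down then up, and Class IV 7 up and 4 down.

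With no fold threshold the numbers are 1449 and 1243 for NC0→NC24, 1671 and 1551 for C0→C24, 646 and 450 for C24→C72, and 1367 down from 0 to 72 hours. In cut discs alone they are 480 and 488, in Class I 1223 and 1340, in Class II 299 and 138, in Class III 130 and 29, and in Class IV 318 and 182.

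Limma's treat at 1.5-fold gives 199 and 65 for NC0→NC24, 284 and 136 for C0→C24, 7 and 25 for C24→C72, and 337 and 223 from 0 to 72 hours. It gives 111 and 79 in cut discs alone, 267 and 132 in Class I, 5 and 6 in Class II, 15 and 0 in Class III, and 2 and 4 in Class IV. In the difference between cut and intact discs it calls 0 up and 0 down, with 38 genes at an unadjusted p under 0.05.

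With the comparisons fitted alone C24→C72 has 7 genes up and 20 down, the difference 5 down, Class II 2 and 2, Class III 16 and 0, and Class IV 5 and 2. By construction this fit leaves 1 residual degree of freedom, yet NC0→NC24 and C0→C24 keep 1071 of 1084 and 1329 of 1334 calls.

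The remaining choices move mainly the difference between cut and intact discs, where 7 genes up and 2 down were first called by limma. A replicate block leaves 0 up and 0 down (641 at an unadjusted p under 0.05), the block with reversed sign gives 14 up, median-centred arrays 3 up, arrays scaled to one spread 2 up and each probe as its own feature 2 up. The share of rises among these calls goes from 77.8% to 60.0% with centring and 50.0% with scaling. Median-centred arrays also give 3 genes in Class III down then up. The replicate block keeps 1083 of 1084, 1333 of 1334 and 352 of 354 calls in the comparisons, and the deviations of replicates with the same number correlate at -0.120, 0.0154 and -0.0806, so the numbers do not pair the samples. The random block has a consensus correlation of 0.0250.

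Centring and scaling leave the side of the threshold of all 192 list tests as it was. Lists higher in C24→C72, 1 as first reported, number 2 with 12 arrays and a dye term, 3 with each probe as its own feature, 2 with robust moderation, 0 with camera on ranks and 4 with fry. Fry also gives 3 lists lower in C24→C72, 12 higher in NC0→NC24, and 2 higher and 0 lower in the difference. With the estimated correlation camera calls 0 lists higher and 0 lower in each comparison and in the difference, with 6 higher and 7 lower at an unadjusted p under 0.05 over all tests. Of 51 list calls fry keeps 27, camera on ranks 43 and the estimated correlation 0.

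With each probe as its own feature the glycolysis list, whose tests pointed up without a call, is called lower, at an adjusted p of 0.00794 in NC0→NC24 (0.852 at the highest over the glycolysis alternatives there) and 0.00445 in C0→C24 (0.994 at the highest), and *14-3-3zeta* reverses to 0.64 in C24→C72 and 0.99 from 0 to 72 hours. The value used for this gene is that of the probe with the smallest adjusted p, so a single probe stands in for a mean of 3.

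Leaving out a replicate leaves a lone sample in a comparison, which is assumed to vary like the other groups. The ranges are 571 to 636 up and 396 to 551 down for NC0→NC24, 607 to 786 and 466 to 674 for C0→C24, 151 to 292 and 174 to 216 for C24→C72, 0 to 10 and 0 to 5 for the difference, and 869 to 1283 and 672 to 967 from 0 to 72 hours. The share of C0→C24 calls not shared with NC0→NC24 is 29.4% to 41.8%, and that of NC0→NC24 calls found in C0→C24 is 70.3% to 84.8%. In cut discs alone 176 to 290 rose and 139 to 279 fell. Class I has 490 to 649 and 427 to 625, Class II 65 to 214 up, Class III 53 to 67 and 2 to 8, and Class IV 64 to 89 and 36 to 45. Lists higher and lower number 3 to 6 and 6 to 7 in NC0→NC24, 9 to 11 and 5 to 7 in C0→C24, 1 to 2 and 8 to 12 in C24→C72, and 3 to 11 and 3 to 4 in the difference.

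Moves of over 1.5 times come from these replicates. Without replicate 1 or 2 of C24→C72, 292 or 254 genes rise in that comparison. Class II up is 214 or 162 without these, and Class III down then up is 8 or 3 without them and 2 without replicate 1 of C0→C24. The difference has 0 calls in limma without replicate 1 of NC0→NC24 or either replicate of C0→C24, 3 without replicate 2 of NC0→NC24 and 15 without either replicate of C24→C72. Lists higher in NC0→NC24 are 3 without its replicate 1, lists higher in the difference 3 without replicate 1 of C0→C24 and 5 without replicate 2 of NC0→NC24, and lists higher in C24→C72 2 without its replicate 2. The signal over background of each array limits how small a change can be seen, and only ratios are deposited, so it could not be measured.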

Differences from the paper's values

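No test in this part was chosen after the result was seen. Counts and percents are taken to differ when one is more than 1.5 times the other, and log fold changes when their signs differ or their gap exceeds the standard deviation of the replicates. By this rule, of 42 values of the paper that were also computed, 31 come close and 11 differ, of which 3 are counts and 8 are log fold changes. Close values are still unequal, such as 1084 genes changed in NC0→NC24 against 763 in the paper, and 31.2% of those in C0→C24 not found in NC0→NC24 against 44% in the paper. Counts here use 1.5-fold, while the text of the paper names 2-fold. The alternatives named were set before the data were examined.

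NC0→NC24 has 620 genes up against 407 in the paper. Arrays scaled to one spread and the omission of replicate 1 of NC0→NC24 bring the number close, and the other 18 alternatives do not. Class II has 77 genes up against 50 in the paper. The count comes close with each array as a replicate, with median-centred or scaled arrays, and without replicate 1 or 2 of NC0→NC24 or replicate 2 of C0→C24, while the other 14 leave it apart. Class III has 5 genes down then up against 2 in the paper. The 2-fold threshold, median-centred arrays, and the omission of replicate 1 of C0→C24 or replicate 2 of C24→C72 bring it close, and the other 16 alternatives do not.

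The log fold changes of Additional file 2 are on the same log2 scale, with a median ratio of 1.11 between the values here and those of the paper. *bigmax* is at 0.66 and at 0.61 in the paper, close with median-centred or scaled arrays and without replicate 1 of C24→C72, and apart under the other 17. *crc* is at 0.70 and at 0.63 in the paper, close with median-centred arrays and without replicate 1 of C24→C72, and apart under the other 18. None of the 20 alternatives brings the remaining 6 close. Many of the 20, such as the fold thresholds, robust moderation and the rules for missing values, cannot move a log fold change, so this count says little. The 6 genes are *bip2* (*Taf3*) at 1.00 and 0.90 in the paper, *crp* at 0.73 and 0.66 in the paper, *Med* at 0.71 and 0.62 in the paper, *lola* at 0.11 and 0.59 in the paper, *mod(mdg4)* at 0.34 and 0.68 in the paper, and *biniou* (*bin*) at -0.39 and -0.80 in the paper. The values of *lola*, *mod(mdg4)* and *bin* are means over 15, 21 and 2 probes, and the most changed single probe of each is at 0.66, 0.80 and -0.91.

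Of 101 genes drawn in Figure 5, 89 are measured, 87 have a value in the direction drawn and 74 are called in that direction in the period drawn, of which 6 fall in another class here. Of 13 genes listed as rising in Additional file 2, 11 are measured, 11 have a value above 0 and 8 are called, and of 2 listed as falling 2 are measured, 2 have a value below 0 and 1 is called. Across Figures 5 and 6 and this table 17 measured genes are not called as in the paper. For 3 of them no alternative makes the call. These are *bin* and *I-3* (*CG11233*), drawn as falling late (-0.39 and -0.34), and *pAbp*, drawn in Class III (0.34 and -0.30).

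The other 14 are called under at least 1 alternative. With no fold threshold these are *bunched* (*bun*, 0.47 in C0→C24), *Ald1* (-0.39 in C24→C72), *AnxB9* (0.52), *mod(mdg4)*, *Taf3* (0.58 in C0→C24) and *uno* (*CG8712*, 0.52). With each probe as its own feature they are *bun*, *Ald1*, *AnxB9*, *mod(mdg4)*, *CkIalpha* (-0.37), *14-3-3zeta* (-0.03), *regucalcin* (-0.33) and *lola*. The replicate block with reversed sign calls *Hsp70Bc* (0.77 and -1.20) and *CG1299* (0.87 and -1.11), and *CG1299* is called too without either replicate of NC0→NC24. *cabut* (*cbt*, -0.49) is called without replicate 2 of C24→C72. *E(spl)m3-HLH* (0.78) is called in both periods with each array as a replicate, with 12 arrays and a dye term, and without replicate 2 of C0→C24, and in the later period alone also without replicate 1 of C0→C24. *Taf3* is called also with median-centred arrays and without replicate 2 of C0→C24, and *uno* without the latter.

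Some genes fall in another class than in the paper. *AttD*, drawn in Class I, rose and then fell (1.03 and -0.78), and so did *Mtk* (2.12 and -1.29) and *Ets21C* (0.88 and -0.79), which are drawn in Class II. *Nap1* (0.64 and 1.20), *Bap60* (0.60 and 0.88) and *CG3328* (0.61 and 0.85), drawn in Class II, rose in both periods.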

Other observations

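Of the tests in this part, that of the 24-hour RNA was chosen only after the result was seen, and those of the dyes and of the centring and scaling of arrays were set beforehand.

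At 24 hours the proteasome list was lower and the list of chitin genes higher, in intact as in cut discs. Of 40 proteasome genes, 15 fell in NC0→NC24, 21 in C0→C24 and 1 in C24→C72, and 0 rose in each, with the same numbers by adjustment over the list alone in limma. *Prosalpha4*, an alpha subunit of the core, fell (-0.90 and -1.01), as did *Prosbeta4*, a beta subunit (-0.83 and -0.95), and *Rpt2*, an ATPase of the cap, in the later period (-0.60). As a list the proteasome was lower in each (adjusted p = 7.81e-10, 2.97e-10 and 0.00792, and 0.515, 0.515 and 0.725 with an estimated correlation). Of 26 chitin and tracheal cuticle genes 9 rose and 1 fell in intact discs, and 10 and 1 in cut discs (adjusted p of the list = 2.89e-05 and 0.000161, and 0.515 with an estimated correlation in both). The chitin-pathway gene *mummy* (*mmy*) rose by 1.58, 1.73 and, from 24 to 72 hours, 0.80, while the deacetylase gene *serpentine* (*serp*) fell in that period (-1.64).

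Some genes for the acidification of vesicles rose in each comparison. Of 31 vacuolar ATPase genes, 4 rose in NC0→NC24, 4 in C0→C24 and 2 in C24→C72. *Vha36-1* rose by 0.86 and *Vha26* by 0.71 in the later period, where the list is higher (adjusted p = 0.0315, and 0.515 with an estimated correlation), a call that ends without replicate 2 of C24→C72. Autophagy and starvation genes have 4 up and 2 down of 24 in intact discs and 5 and 2 in cut discs (adjusted p of the list = 0.212 and 0.193), with *Atg9* at 1.21 and 1.03.

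The gut, germline, yolk, chorion, neuronal and muscle lists hold few called genes. Of 40 gut enzyme genes *Mal-A5* rose (0.97 and 0.97), and the list has an adjusted p of 0.884, 0.910 and 0.371, with a median of -0.01 beside a mean of 0.01 in C0→C24. Of 24 germline genes 2 rose in intact and 1 in cut discs (0.588 and 0.884), with a median of -0.01 beside a mean of 0.08 in C0→C24. Of 6 yolk and adult fat body genes 1 rose in each at 24 hours (0.116 and 0.427), *Lst* at 0.65 and 0.79, and by 72 hours it fell (-0.69), when the list alone has 2 up and 1 down (0.260). Of 11 chorion genes *Fcp3C* and *Vm34Ca* rose from 24 to 72 hours (0.69 and 0.63, list 0.436). Of 24 neuronal genes *Appl* rose in that period (0.60, list 0.371), and up to 24 hours in cut discs the list has a median of -0.04 beside a mean of 0.03. Of 23 muscle genes *Mlc2* rose (1.22 and 1.11), and the list points down in intact discs beside a mean of 0.02 (0.974).

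Odorant binding protein genes have 2 up and 1 down of 48 in intact discs, 5 and 2 in cut discs and 1 and 2 later (adjusted p = 0.639, 0.344 and 0.444). Cytochrome P450 genes have 2 up and 0 down of 81 in intact discs (0.677). The Hedgehog list has an adjusted p of 0.884, 0.706 and 0.513, and sensory organ precursor genes 0.513, 0.607 and 0.784. Of 3151 features without a gene symbol 8.44% are called in NC0→NC24, 13.1% in C0→C24 and 9.81% in C24→C72, where 121 rose and 188 fell, against 9.01%, 11.2% and 2.95% of genes with a symbol.

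Cytosolic ribosomal protein genes were lower from 24 to 72 hours, by a median of -0.30 relative to all genes. The list lies below all genes on 4 of 4 arrays, by -0.36 to -0.21, which a dye effect would not give. An unusual level in the 24-hour RNA, which both comparisons of cut discs hold, would need a rise up to 24 hours that makes up a large part of the fall, and the median there is 0.0525 (0.095 in intact discs). The authors' centring and scaling stay open. Bringing the arrays to one spread gives an adjusted p of 4.18e-06 (1.42e-08 to 0.580 over the alternatives for cytosolic ribosomal proteins), but the arrays had nearly that spread before, and no intensities were read to see how that step treats abundant transcripts. The list is not called with the estimated correlation (0.580). Nor is it with fry (0.0932), which tests the list against no change rather than against other genes.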
